# Assessment of the Mode of Action Underlying the Effects of GenX in Mouse Liver and Implications for Assessing Human Health Risks

**DOI:** 10.1177/0192623320905803

**Published:** 2020-03-06

**Authors:** Grace A. Chappell, Chad M. Thompson, Jeffrey C. Wolf, John M. Cullen, James E. Klaunig, Laurie C. Haws

**Keywords:** transcriptomics, perfluoroalkyl and polyfluoroalkyl substances (PFAS), GenX, mode of action, single-cell necrosis, peroxisome proliferator-activated receptor α (PPARα)

## Abstract

GenX is an alternative to environmentally persistent long-chain perfluoroalkyl and polyfluoroalkyl substances. Mice exposed to GenX exhibit liver hypertrophy, elevated peroxisomal enzyme activity, and other apical endpoints consistent with peroxisome proliferators. To investigate the potential role of peroxisome proliferator-activated receptor alpha (PPARα) activation in mice, and other molecular signals potentially related to observed liver changes, RNA sequencing was conducted on paraffin-embedded liver sections from a 90-day subchronic toxicity study of GenX conducted in mice. Differentially expressed genes were identified for each treatment group, and gene set enrichment analysis was conducted using gene sets that represent biological processes and known canonical pathways. Peroxisome signaling and fatty acid metabolism were among the most significantly enriched gene sets in both sexes at 0.5 and 5 mg/kg GenX; no pathways were enriched at 0.1 mg/kg. Gene sets specific to the PPARα subtype were significantly enriched. These findings were phenotypically anchored to histopathological changes in the same tissue blocks: hypertrophy, mitoses, and apoptosis. In vitro PPARα transactivation assays indicated that GenX activates mouse PPARα. These results indicate that the liver changes observed in GenX-treated mice occur via a mode of action (MOA) involving PPARα, an important finding for human health risk assessment as this MOA has limited relevance to humans.

## Introduction

Perfluoroalkyl and polyfluoroalkyl substances (PFAS) are anthropogenic compounds used in a variety of industrial and consumer products, including industrial surfactants and emulsifiers, firefighting foams, stain-resistant coatings for textiles, oil-resistant coatings for food packaging, personal care products, and nonstick coatings on cookware.^1-3^ The same physical properties that make PFAS useful in the aforementioned applications also make them resistant to biodegradation, hydrolysis, and photooxidation, resulting in their persistence in the environment.^1^ Many PFAS have long biological half-lives and therefore remain detectible in blood samples from exposed humans for many years.^4^ Due to concerns about persistence, long-chain PFAS such as perfluorooctanoic acid (PFOA) and perfluorooctane sulfate (PFOS) have been phased out of production in favor of PFAS with more favorable characteristics, such as lower toxicity, decreased bioaccumulation, and potentially less environmental persistence.

Ammonium 2,3,3,3-tetrafluoro-2-(heptafluoropropoxy)-propanoate (CASRN 62037-80-3), also known as “GenX,” is an example of an alternative PFAS with limited evidence for bioaccumulation.^5^ Various groups have concluded that short- and long-term toxicity studies on GenX indicate that the liver is the primary target of toxicity following oral exposure.^6,7^ Several studies of GenX in the mouse have reported hepatocyte “single-cell necrosis” in the liver^8,9^ and some recent risk assessments for GenX have been based on concerns of liver necrosis due to the presence of the so-called “single-cell necrosis.”^7^ However, more recent diagnostic criteria recommendations indicate that the older and broader term “single-cell necrosis” should be replaced with a delineation between necrotic and apoptotic cell death.^10^ These forms of cell death can be distinguished by H&E staining and may provide better insight into the mode of action (MOA) of the chemical. We recently reevaluated liver sections from one such study (a reproductive toxicity study conducted in 2010^9^) that was used as the basis of a draft toxicity value proposed by the US Environmental Protection Agency^7^ and concluded that the single-cell necrosis was more consistent with apoptosis, using current standards and practices.^6^ In that reevaluation, mitosis was increased concomitantly with apoptosis, indicating a potential homeostatic response to increased cell proliferation.^6^ The increase in hepatic cell proliferation observed in that study is consistent with evidence for GenX activation of PPARα signaling, as evidenced by increased peroxisomal enzyme activity, liver hypertrophy, and transcriptomic signaling.^6,11^ Relatedly, other PFAS have been shown to activate PPARα.^12^

To further explore potential mechanisms of toxicity and relevance of such underlying the liver lesions observed in mice, herein we report transcriptomic and immunohistochemical analyses in male and female mice from a 90-day Organisation for Economic Co-operation and Development (OECD) 408 guideline oral toxicity study.^8^ In addition, similar to the reevaluation of livers from male and female mice from a reproductive toxicity study^9^ that was conducted in our earlier study,^6^ we reevaluated livers from the 90-day OECD 408 guideline oral toxicity study^8^ using current histopathological criteria to allow for phenotypic anchoring to findings from transcriptomic analyses of liver tissues from this same study. Transcriptomic data can provide additional and/or supporting information regarding mechanisms of disease associated with specific exposure scenarios.^13-17^ The transcriptomic signatures in male and female mice were also anchored to phenotypes determined by H&E staining of sections from the same tissue blocks. Gene set enrichment analysis and dose–response modeling were also conducted to understand alterations in biological and disease processes across treatment groups and to contribute to a better understanding of the MOA for GenX. Moreover, H&E-stained sections from the original 90-day OECD 408 guideline study were reevaluated using the most recent pathology diagnostic criteria and compared to results from caspase-3 immunostaining. The overall weight of the evidence was then considered collectively to inform the MOA underlying the liver effects observed in mice. This information is important for understanding the relevance of the findings observed in mice in assessing human health risks.

## Materials and Methods

### Animal Husbandry and Exposure Conditions

The subchronic toxicity of ammonium 2,3,3,3-tetrafluro-2-(heptafluoropropoxy)-propanoate (CASRN 62037-80-3, molecular weight 347.08, tradename GenX) was evaluated in a 90-day oral gavage study in male and female Crl: CD1(ICR) mice (n = 10 per sex per concentration of GenX), as reported by MacKenzie.^8^ The test substance had a purity of 84%. The mice were dosed with the test substance at 0.1, 0.5, or 5 mg/kg body weight (bw)/day (d), with a control group dosed with deionized water. The study was conducted at E.I. du Pont de Nemours and Company, DuPont Haskell Global Centers for Health & Environmental Sciences (Delaware) in compliance with all applicable sections of the Final Rules of the Animal Welfare Act regulations (9CFR) and the Guide for the Care of Use of Laboratory Animals.^18^ The study complied with OECD Section 4 Part 408: Repeated Dose Oral Toxicity Study in Rodents, *Guidelines for Testing of Chemicals* (1998). Animals were housed individually at a temperature of 18°C to 26ºC and relative humidity of 30% to 70% on an approximate 12-hour light/dark cycle. Animals were provided tap water and PMI^®^ Nutrition International, LLC (Gray Summit, Missouri) Certified Rodent LabDiet^®^ 5002 ad libitum. Doses were formulated in deionized water and prepared weekly and verified analytically. Mice were euthanized by CO_2_ anesthesia and exsanguination. Livers were fixed in 10% neutral-buffered formalin, embedded in paraffin, and sections approximately 5 to 6 µm in thickness were mounted to slides for H&E staining.

### Histopathological Examination

#### Reevaluation of hepatocellular single-cell necrosis

The term “single-cell necrosis” previously represented multiple forms of hepatocellular death; however, more recent guidance recommends histologically distinguishing “single-cell necrosis” as apoptosis or necrosis because the distinctions can potentially provide insight into MOA.^10^ Therefore, H&E-stained liver sections from male and female mice exposed to GenX in the afore-mentioned 90-day OECD 408 guideline oral toxicity study^8^ were reevaluated by a board-certified veterinary pathologist (J.M.C.). In accordance with a clarification of the criteria recommended by Elmore et al,^10^ the 2 terms used to classify hepatocyte death were apoptosis and necrosis, using nomenclature from the Terminology Recommendations from the International Harmonization of Nomenclature and Diagnostic Criteria (INHAND) in Apoptosis/Necrosis Working Group. Additionally, the Societies of Toxicologic Pathology INHAND Nomenclature for Non-neoplastic Findings of the Rodent Liver was also consulted.^19^ Apoptosis, necrosis, and mitosis were scored by tallying the number of cells across 5 fields (×20 objective). Severity grades for apoptosis and necrosis were assigned as follows: grade 0 = no evident change, grade 1 = minimal (present in 1-5 hepatocytes/5 ×20 fields), grade 2 = mild, (present in 6-20 hepatocytes/5 ×20 fields), and grade 3 = moderate (present in 21-40 hepatocytes/5 ×20 fields).

#### Immunostaining for caspase-3

Liver specimens in paraffin blocks (2 portions of liver per block) from male and female mice from the same 90-day OECD 408 guideline toxicity study^8^ were received by Experimental Pathology Laboratories (EPL; Research Triangle Park, North Carolina). A single 4- to 6-µm section was microtomed from each block (1 block per concentration per sex), mounted on a glass slide, and stained for activated caspase-3 by immunohistochemistry.^20^ Primary antibody includes cleaved caspase-3, rabbit monoclonal (Cell Signaling (Danvers, Massachusetts), #9664); secondary polymer: MACH2 Rabbit HRP Polymer (Biocare Medical (Pacheco, California), RHRP520); chromagen: diaminobenzidine; counterstain: Richard-Allen Hematoxylin, 7231. Positive controls consisted of sections of thymus and intestine. Negative controls consisted of sections of thymus and intestine in which rabbit immunoglobulin G was substituted for the caspase-3 primary antibody. Stained slides were evaluated at EPL (Sterling, Virginia). The staining was scored using the following scale: grade 1 (minimal) = pale cytoplasmic labeling of Kupffer cells and occasional histiocytic macrophages; grade 2 (mild) = grade 1 attributes plus additional finely granular cytoplasmic labeling of low numbers of hepatocytes; grade 3 (moderate) = grade 2 attributes plus additional punctate labeling of hepatocytes, occasional apoptotic bodies, and rare hepatocyte nuclei; and grade 4 (marked) = grade 3 attributes plus more frequent punctate labeling of apoptotic bodies and granular cell debris within the cytoplasm of Kupffer cells and macrophages.

### RNA Sequencing

Using the same aforementioned formalin-fixed, paraffin-embedded liver samples from the 90-day OECD 408 guideline oral toxicity study,^8^ a single 4- to 6-µm section was microtomed from one block per animal for 5 animals per sex per concentration group and mounted on a glass slide (uncovered), yielding a total of 40 samples for RNA sequencing. The first 5 samples in sequential order (by animal number) from each treatment group were used for transcriptomic analyses. Slides were shipped to BioSpyder Technologies (Carlsbad, California) where the unstained liver sections were uniformly scraped from the slides and processed according to the TempO-Seq^®^ protocol, as previously described.^21^ DNA libraries from each liver sample from each animal were sequenced using a HiSeq 2500 Ultra-High-Throughput Sequencing System (Illumina, San Diego, California).

### Data Processing and Analysis

Sequencing data were analyzed using packages in the R software environment, version 3.5.2 (cran.r-project.org/). The number of sequenced reads per probe were extracted from FASTQ files generated from the sequencing experiment, with each probe representing a gene-specific sequence. The DESeq2 R package (v122.2)^22^ was used to normalize data such that sample-to-sample variation in sequencing depth was considered. Samples with an overall sequencing depth (total reads across all probes) lower than 2 standard deviations below the mean sequencing depth across all samples were excluded from the comparative analysis. Count data from all samples that passed this sequencing depth quality criterion were added to the DESeq experiment for normalization and for further comparative analyses.

#### Identification of genes with significant differential expression across concentrations

Statistical methods within DESeq2 were used to identify differentially expressed genes (DEGs) associated with exposure by conducting comparisons between groups that share a characteristic.^22^ In the present study, the various treatment groups were compared to controls of the same sex. Differentially expressed probes (DEPs) were defined as those with a false discovery rate (FDR) <10% for any chosen comparison between treatment groups, based on *P* values adjusted for multiple testing using the Benjamini and Hochberg (BH) procedure,^22^ paralleling methods previously used to analyze RNA sequencing data.^23,24^ Unique DEGs were identified from respective DEPs.

#### Identification of pathway-level alterations across concentrations

Biological pathways that were associated with the transcriptomic response profiles were identified by pathway enrichment analysis. For genes for which multiple probes were used to measure expression, the probe with the highest sequencing count across all samples was selected as the representative gene to be used in the pathway analyses. Mouse gene identifiers were converted into human identifiers, when available, using the R package biomaRt (v2.38.0) based on the Ensembl genome database (http://uswest.ensembl.org/index.html). Human gene identifiers were then queried for enrichment of gene sets within the canonical pathway (CP) subcollection available through the Molecular Signatures Database (MSigDB, http://software.broadinstitute.org/gsea/msigdb/index.jsp), which includes gene sets from several pathway databases (eg, the BioCarta online maps of metabolic and signaling pathways [BIOCARTA]),^25^ the Kyoto Encyclopedia of Genes and Genomes (KEGG),^26^ the Pathway Interaction Database (PID),^27^ and the Reactome database of reactions, pathways, and biological processes (REACTOME).^28^

Enrichment of gene sets and pathways was evaluated by two different methods: the first follows the analysis employed by the gene set enrichment analysis (GSEA) platform made available by the Broad Institute (http://software.broadinstitute.org/gsea/index.jsp), the second employed a more simple hypergeometric test. The GSEA method^29^ determines whether sets of genes (eg, the constituents of a molecular signaling pathway) are significantly concordant between various defined groups (in the case presented herein, different doses) based on a ranking metric (in this case, the statistical measure of significance of expression differences between treated and control mice). The GSEA statistical method was applied within the Platform for Integrative Analysis of Omics data (PIANO) R package (v1.22.0).^30^ Gene set enrichment significance was calculated using permutation-based nominal *P* values based on weighted Kolmogorov-Smirnov test enrichment scores and adjusted for multiple hypothesis testing by calculating FDRs using the BH method, as previously described.^29^ Gene sets with an FDR <10% were considered to be significantly enriched. For the hypergeometric test, all DEGs for each treatment group (ie, an FDR of <10% as described above) were tested for overrepresentation among the gene sets in the CP subcollection using the Fisher combined probability test function within the PIANO package. Gene sets with an FDR <10% were considered significantly enriched. Finally, to further supplement the enrichment analysis with the GSEA and hypergeometric tests using MSigDB collections, we analyzed the lists of significant DEGs for the 5 mg/kg bw dose groups using the Enrichr online tool (https://amp.pharm.mssm.edu/Enrichr/), which employs additional sources of gene set collections.^31^

#### Benchmark dose analysis

Dose–response modeling was conducted using the BMDExpress software (v2.2).^32^ Briefly, probe IDs from the TempO-Seq experiment were translated into mouse Ensembl IDs using the biomaRt R package (v2.38.0). Normalized expression data for all samples as generated using DESeq2 were then loaded into BMDExpress without transformation. A Williams trend test (with *P* value cutoff = .05) was used to identify genes altered by GenX exposure. No fold-change filters or correction for multiple tests were applied. Benchmark dose (BMD) analysis was conducted using the following models: linear, power, hill, 2° and 3° polynomial, and exponential models 2 to 5. The models were run assuming constant variance and a benchmark response (BMR) of 1 standard deviation. Functional classification was conducted using the gene set collections available within the BMDExpress software (Gene Ontology [GO] terms and Reactome gene sets), based on significantly dose-responsive genes (ie, all genes with BMD *P* values ≤.1), and removing genes according to the default parameters as follows: genes with BMD/BMDL >20, BMDU/BMDL 40, BMDs above 5 mg (highest dose), and/or genes with a BMD > 10-fold below the lowest positive dose. No filters for minimum or maximum number of genes per gene set were applied. Benchmark doses for the gene sets were also calculated. Additional settings for the BMD modeling and pathway/signaling analyses can be found in the Supplemental Materials.

### Data Availability

RNA sequencing data are publicly available at NCBI’s Gene Expression Omnibus^33^ (https://www.ncbi.nlm.nih.gov/geo/) (GEO series accession number GSE135943).

## Results

### Reevaluation of Hepatocellular Single-Cell Necrosis

MacKenzie^8^ previously reported that exposure to GenX for 90 days produced a dose-dependent increase in liver hypertrophy and liver organ weight in mice (Table 1). Similarly, a dose-dependent increase in “single-cell necrosis” was noted (Table 1). Single-cell necrosis was reevaluated using more current diagnostic criteria (as described by Elmore et al^10^). No necrotic cells were observed in male or female livers in any dose groups. In contrast, apoptosis was observed in 10 of 10 males and 1 of 10 females at 5 mg/kg/d (Table 1, Supplemental Table S1; see Figure S1 for representative image), with average severity scores of 1.9 and 0.1, respectively (Table 1). In male mice, the mitotic cells were observed only in the highest exposure group, with an average severity score of 0.7 (Table 1). In female mice, only 1 of 10 mice exhibited increased mitosis, which only occurred in the 0.5 mg/kg group (Table 1). Individual scores of necrosis, apoptosis, and mitosis in the liver are presented in Supplemental Table S1.

**Table 1.** Group Incidence and Mean Scores for Various Histopathological Metrics Evaluated in the Livers of Mice.

	Incidence as Diagnosed by MacKenzie^8^			Reevaluation of Slides From the MacKenzie’s study.^8^ Updated Diagnostic Criteria for Apoptosis as Described by Elmore^10^ Were Applied for the Determination of Apoptosis Versus Necrosis					IHC Staining of Liver Sections From MacKenzie^8^
GenX Treatment (mg/kg)	Liver Weight (g), mean (SD)	Hepatocellular Hypertrophy (Incidence)	Single-Cell Necrosis (Incidence)	Apoptosis (Incidence)	Mitosis (Incidence)	Necrosis (Incidence)	Apoptosis Score (Mean)	Mitosis Score (Mean)	Caspase-3 Staining Grade (Mean)
Males									
0	1.96 (0.27)	0/10	0/10	0/10	0/10	0/10	0	0	1
0.1	2.02 (0.17)	0/10	0/10	0/10	0/10	0/10	0	0	1
0.5	2.19 (0.27)	8/10	0/10	0/10	0/10	0/10	0	0	2
5	5.14 (1.81)	10/10	10/10	10/10	5/10	0/10	1.9	0.7	3.6
Females									
0	1.69 (0.39)	0/10	0/10	0/10	0/10	0/10	0	0	1
0.1	1.7 (0.14)	0/10	0/10	0/10	0/10	0/10	0	0	1
0.5	1.75 (0.30)	0/10	0/10	0/10	1/10	0/10	0	0.1	1.2
5	2.87 (0.99)	10/10	1/10	1/10	0/10	0/10	0.1	0	3

Abbreviations: IHC, immunohistochemistry; SD, standard deviation.

### Caspase-3 Immunostaining

Treatment with GenX for 90 days produced a dose-dependent increase in caspase-3 immunostaining (a marker of apoptosis^34^) in both male and female mice (Table 1). Staining in the negative controls and the 0.1 mg/kg GenX groups was indistinguishable in both males and females. Representative staining in the male control group is shown in Figure 1A and B. In male mice exposed to 0.5 mg/kg group, caspase-3 immunoreactivity was observed in the cytoplasm in cells with normal histology (Figure 1C and D). Only 1 of 5 female mice exhibited such staining at 0.5 mg/kg (Table 1). In the 5 mg/kg group, caspase-3 staining was present in the cytoplasm of many cells, the nucleus of some cells, and in apoptotic figures (Figure 1E and F). Three of the 5 males exhibited scoring grade 4, whereas only 1 female exhibited a grade 4 (see Supplemental Table S2 for the number of animals with various grades of caspase-3 staining). Broadly, the cytoplasmic staining of intact hepatocytes tended to occur proximal to the central veins (Figure 1C and E).

**Figure 1.**
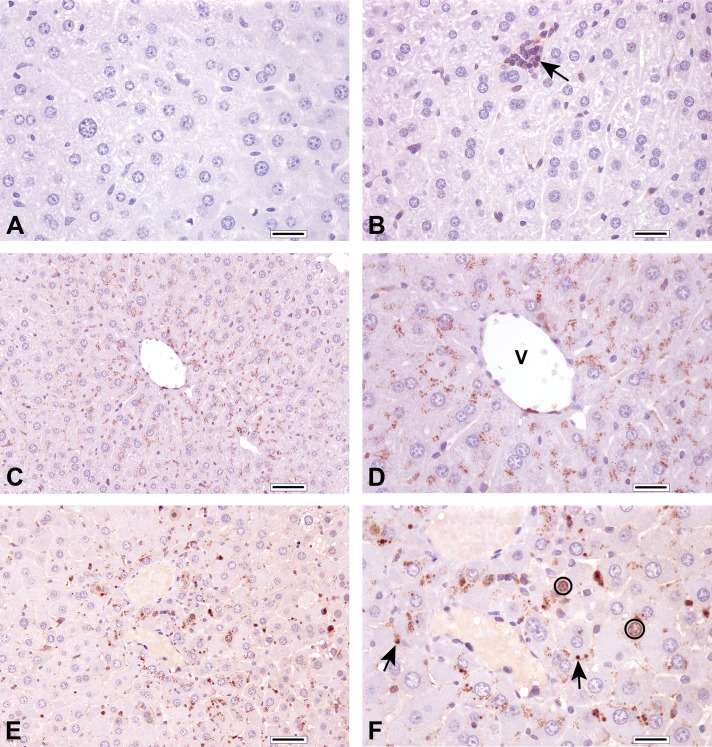
Caspase-3 staining. A, Liver section from untreated male mouse stained with primary antibody replaced by nonspecific rabbit immunoglobulin G. B, Liver section from untreated male mouse stained for caspase-3. Note the faint cytoplasmic immunolabeling in Kupffer cells and leukocyte aggregates (arrow). C and D, Liver section from male mouse exposed to 0.5 mg/kg GenX at original objective ×20 (C) and original objective ×40 (D) magnification. Note the fine stippling of cytoplasm in hepatocytes with normal morphology, as well as the more pronounced staining in hepatocytes surrounding the central vein (V). This section was scored as grade 2. E and F, Liver section from male mouse exposed to 5 mg/kg GenX at original objective ×20 (E) and original objective ×40 (F) magnification. Note immunolabeling of the hepatocyte cytoplasm, plus labeling of variably sized spherical to irregular apoptotic bodies (arrows) and, rarely, hepatocyte nuclei (circled). This section was scored as grade 4. A, B, D, and F, Bar = 40 μm. C and E, Bar = 50 μm.

### Transcriptomic Changes Associated With Exposure

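Liver sections from 40 mice, 5 of each sex at 0, 0.1, 0.5 and 5 mg/kg bw/d of GenX for 90 days, were measured with TempO-Seq. In this assay, a pair of short DNA probes that bind side by side on a target RNA is joined, amplified and sequenced, and each read is assigned to its probe. The authors deposited the number of reads counted on each probe in each mouse, without normalization. The counts cover 30146 probes for 21448 gene symbols. Of all counts in the 40 libraries, 57.1% were 0, and 7014 probes had no read in any of the libraries. Between 6711981 and 15562253 reads per mouse were counted on probes.
The nonzero counts of a library gathered around one value and its multiples. The first peak of the smoothed distribution of counts lay between 20.8 and 49.8 reads in 39 of the libraries and at 72.9 reads in the library of mouse 355. A second peak was found in each of the 40 libraries, at 1.79 to 2.29 times the position of the first. The total of a library divided by its first peak ranged from 92071 to 655905, with a median of 358561, and was used as an estimate of the number of captured molecules. Reads without molecular identifiers are not independent molecules, so an error computed from the number of reads covers counting error only.
Treated mice were compared with control mice of the same sex in a single model of all groups with edgeR's quasi-likelihood test after TMM normalization. The test covered the 17877 probes, from 12418 genes, that passed edgeR's filter on low counts. A probe was called at a Benjamini-Hochberg adjusted p below 10%, and a gene was counted as a DEG when at least 1 of its probes was called. Normalized counts are given as CPM, counts scaled to a common library total, after TMM scaling. For a gene with more than 1 probe, values are those of the probe with the highest total count, and positions of genes are those of GENCODE for the mouse genome GRCm38.

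**Figure D1:**
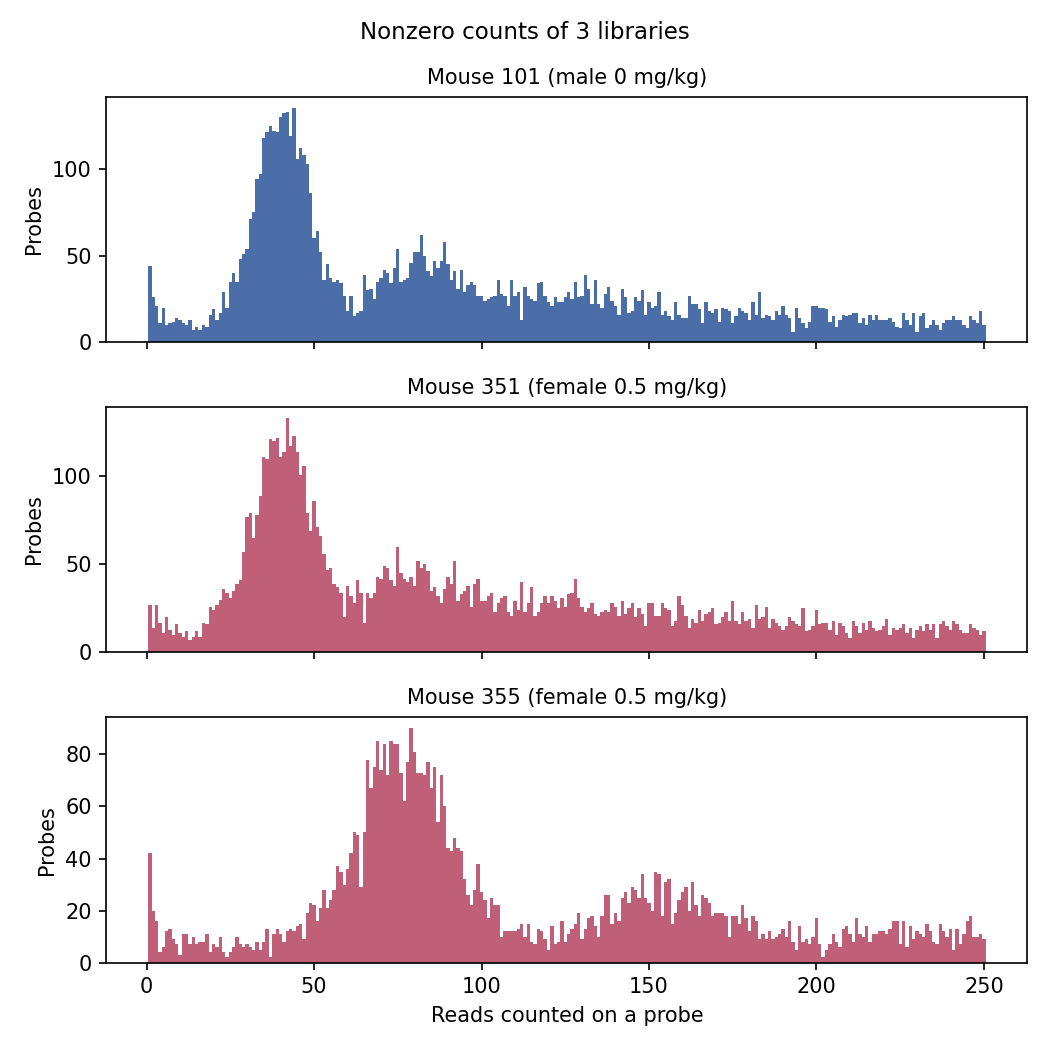
Number of probes (vertical axis) at each nonzero number of reads (horizontal axis) in 3 of the 40 libraries, those of mouse 101 (male, 0 mg/kg), mouse 351 (female, 0.5 mg/kg) and mouse 355 (female, 0.5 mg/kg). The first peak of mouse 355 lies at 72.9 reads.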

Data from a single sample were removed from the analysis according to the sequencing depth criterion detailed above, resulting in a total of 39 samples analyzed for gene expression. 

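The mean total over the 40 libraries was 13041142 reads, with an SD of 1680475. The limit of 2 SD below the mean was therefore 9680193 reads, and 1 library lay under it, that of mouse 355, with 6711981 reads. The totals of the other 39 libraries lay between 10341341 and 15562253 reads, with a median of 13180219. In mouse 355, 8345 probes had at least 1 read, compared with 12085 to 14883 probes in the other libraries. Its number of molecules was 92071, and the lowest among the others was 287727. The median number of molecules was 590657 in males at 5 mg/kg and 331034 in male controls. In females, it was 320570 at 5 mg/kg and 418658 in controls.

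**Figure D2:**
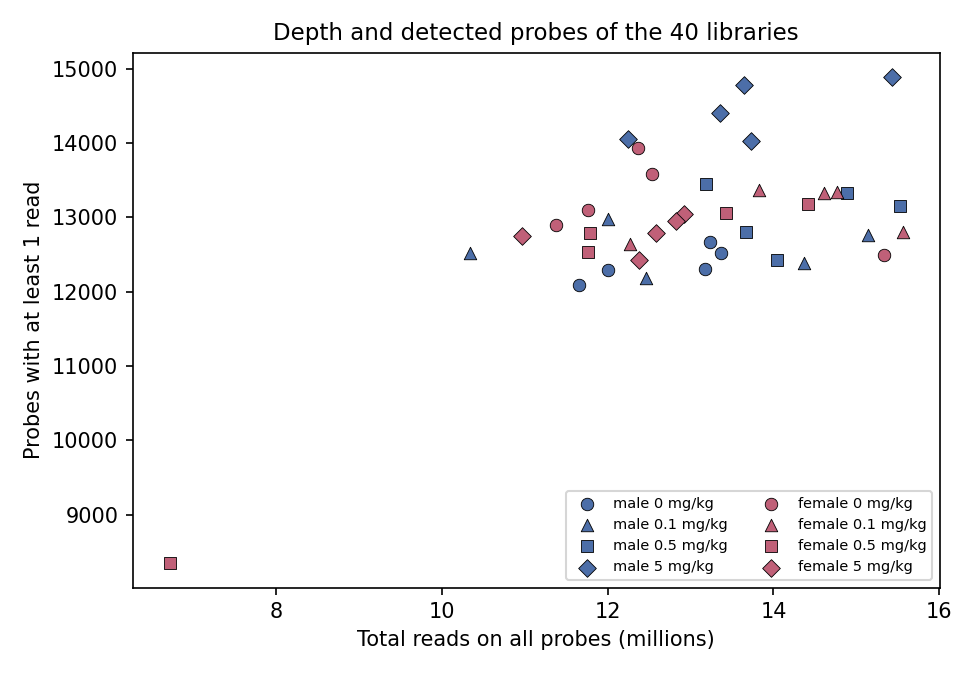
Total reads on all probes (horizontal axis) and number of probes with at least 1 read (vertical axis) of the 40 libraries, with a point for each mouse, colored by sex and shaped by dose. Mouse 355 lies apart at the lower left, with 8345 probes.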

The removed sample was from a female in the 0.5 mg/kg group. 

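Of the probes in the counts, 23132 had at least 1 read in at least 1 library, and these covered 16334 genes. More than 1 probe was present for 6290 genes, up to 6 probes for a single gene. The gene symbol of 37 probes is written as a calendar date, which affects 24 symbols. To join genes to gene sets, 20922 of the symbols were matched to the NCBI names of mouse genes, 393 of them by an older symbol.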

The expression levels of 21,448 mouse genes, as measured by 35,121 probes (Supplemental Table S3), were reported from the TempO-seq experiment. 

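In males, 6 DEGs were called at 0.1 mg/kg, 378 at 0.5 mg/kg and 1278 at 5 mg/kg with edgeR. In females, the numbers were 0, 28 and 545. At an adjusted p below 5%, 2, 251 and 996 DEGs were called in males and 0, 25 and 410 in females. Without adjustment, 2435 probes had a p below 0.05 in males at 0.1 mg/kg, and 1843 in females at that dose. Other splits of the same mice into groups of these sizes gave medians of 2363 and 1922, so these counts are near what chance gives. The counts are 13.6% and 10.3% of the probes tested, where p values at their stated level would give 5%. DEGs were also called in 53 of the other splits in males and 35 in females. The p values of edgeR therefore run too small at this dose, and the true share of false calls may exceed 10%. Among the alternatives, DESeq2's Wald test gave 271, 799 and 1632 DEGs in males and 165, 283 and 860 in females.
Of the DEGs in males at 0.5 mg/kg, 320 were also DEGs at 5 mg/kg, and 317 of them changed in the same direction. The 6 DEGs in males at 0.1 mg/kg were DEGs in the same direction at both higher doses. In females, 27 of the 28 DEGs at 0.5 mg/kg were DEGs in the same direction at 5 mg/kg. At 5 mg/kg, 365 genes were DEGs in both sexes, and 362 of them changed in the same direction. Among the genes called on their most counted probe at 5 mg/kg, the normalized counts of treated and control mice did not overlap for 836 of 1160 genes in males and 309 of 508 in females. These genes had been called for a difference between the same groups, so this describes them and tests nothing further.

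**Figure D3:**
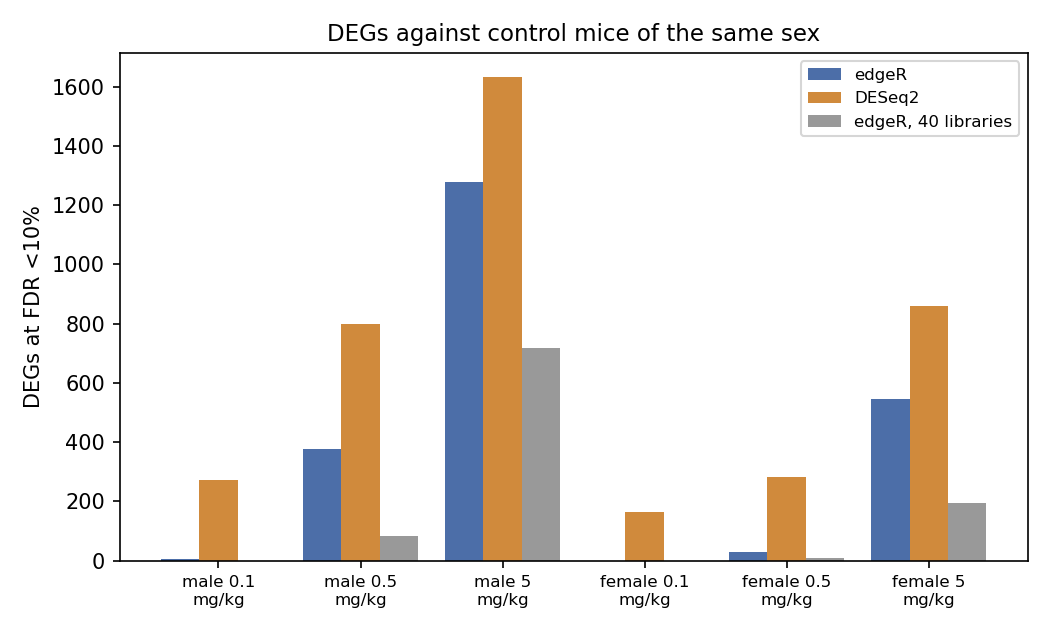
Number of DEGs at an FDR below 10% (vertical axis) by sex and dose of GenX (horizontal axis), with bars for edgeR, for DESeq2 and for edgeR with all 40 libraries. With edgeR, the highest bar is that of males at 5 mg/kg, with 1278 DEGs.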

The total number of genes with significantly altered expression levels across the treatment groups ranged from 62 (females administered 0.1 mg/kg) to 1406 (males administered 5 mg/kg; Table 2 and Supplemental Table S3). 

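With 5 mg/kg, 775 DEGs were increased and 503 decreased in males, so that 60.6% were increased, and 275 were increased and 270 decreased in females (50.5%). At 0.5 mg/kg, 273 were increased and 105 decreased in males (72.2%), and 24 were increased and 4 decreased in females (85.7%). At 0.1 mg/kg, 6 DEGs were increased and 0 decreased in males. The share in males depends on how the libraries are scaled. TMM scaling put the median log2 fold change of all tested probes at 0.10 in males at 5 mg/kg, and DESeq2's size factors put it at 0.03. With DESeq2's size factors in edgeR, 52.9% of the DEGs in males were increased at 5 mg/kg and 61.8% at 0.5 mg/kg.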

For all exposure groups, there was a fairly even split between DEGs with increased expression compared to controls and those with decreased expression (Table 2).

**Table 2.** Number of Differentially Expressed Genes for Each Treatment Group.

Sex	Direction	GenX Treatment (mg/kg)		
		0.1	0.5	5
Male	Up	94	354	749
	Down	46	232	657
	Total	140	586	1406
Female	Up	22	83	384
	Down	40	69	327
	Total	62	142	711

### Gene Set Enrichment Analysis Reveals Dose-Responsive Changes and Peroxisomal Signaling

The results from the 2 methods employed to identify enrichment of biological and molecular gene sets and pathways (GSEA preranked list vs. hypergeometric test, see section “Materials and Methods”) were similar insofar as the most highly significantly enriched gene sets for each treatment group were similar according to either method (Supplemental Tables S4 and S5). Using a total of 1329 gene sets from the CP subcollection of the Curated Gene Sets collection, there were no gene sets with enrichment at the 0.1 mg/kg bw/d concentration for either sex. 

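Gene sets were tested here with the 855 mouse Reactome sets that hold 10 to 500 of the genes tested, using a preranked GSEA. With 0.1 mg/kg, 0 sets were enriched in males and 0 in females at an FDR below 10%, while 39 sets in males and 56 in females had an unadjusted p below 0.05.
A narrower measure was the mean log2 CPM of 13 mouse genes among those that stand for the PPAR targets that the paper lists as changed at both higher doses in both sexes (*Acaa1a*, *Acaa1b*, *Acadl*, *Acadm*, *Acsl1*, *Cyp4a10*, *Cyp4a14*, *Cyp4a31*, *Cyp4a32*, *Dbi*, *Ehhadh*, *Fabp1* and *Scp2*). These genes were chosen from the paper's calls on the same mice, so a rise of the score at 0.5 and 5 mg/kg is no independent evidence, and at 0.1 mg/kg it is measured against the same controls. With 0.1 mg/kg, this PPAR target score was 7.95 ± 0.22 (SD, n = 5) in males, compared with 7.34 ± 0.43 (SD, n = 5) in controls. The difference of 0.61 had a two-sided exact permutation p of 0.0238 (adjusted p = 0.0286 over the 6 comparisons), and 3 of the 5 treated males lay above each of the controls. In females at 0.1 mg/kg, the score was 7.43 ± 0.35 (SD, n = 5), and it was 7.29 ± 0.41 (SD, n = 5) in controls. That difference of 0.15 lay within the spread of the mice (two-sided exact permutation p = 0.556, adjusted p = 0.556).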

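Of the Reactome sets, 60 were enriched in males given 0.5 mg/kg, 52 of them among increased genes and 8 among decreased genes. In females, with the 4 mice that passed the depth criterion, 108 sets were enriched, 45 among increased and 63 among decreased genes. Without adjustment, 120 sets in males and 179 in females had a p below 0.05. limma's camera test, which allows for the correlation between the genes of a set, called 4 sets in males and 7 in females, all of them among the sets called by GSEA.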

At the 0.5 mg/kg concentration, according to the GSEA preranked method, there were 65 enriched gene sets for females and 31 for males, using an FDR <10% as a cutoff value for significant enrichment (Supplemental Table S4). At 5 mg/kg, there were 154 enriched gene sets for females and 125 for males. 

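In the Reactome sets at 5 mg/kg, 169 were enriched in males, 122 among increased and 47 among decreased genes. In females, 185 were enriched, 131 among increased and 54 among decreased genes. The camera test called 107 sets in males, 103 of which GSEA also called, and 143 sets in females, 130 of which GSEA also called.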

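In males, 56 Reactome sets were enriched at both 0.5 and 5 mg/kg, each in the same direction at both doses. The p was smaller at 5 mg/kg for 46 of them, and 55 held more DEGs at that dose. In females, 59 sets were enriched at both doses, each in the same direction. The p was smaller at 5 mg/kg for 36 of them, and each of the 59 held more DEGs at 5 mg/kg. Another 49 sets in females and 4 in males were enriched at 0.5 mg/kg and not at 5 mg/kg.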

Generally, any gene set that was enriched in both the 0.5 and the 5 mg/kg groups was more significantly enriched in the higher concentration group, due to a greater number of the genes within those gene sets being significantly differentially expressed at the higher concentration.

#### Gene set enrichment analysis reveals significant changes to peroxisome-related signaling

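Among the Reactome sets, “Metabolism of lipids and lipoproteins” (415 genes measured) had the smallest GSEA p in females at 0.5 mg/kg, with a normalized enrichment score (NES) of 2.01 (adjusted p = 7.64e-11), and ranked 2 in males at that dose (NES = 1.60, adjusted p = 0.000303). “The citric acid TCA cycle and respiratory electron transport” (117 genes) had the smallest p in males at 0.5 mg/kg (NES = 1.93, adjusted p = 0.00025) and in females at 5 mg/kg (NES = 2.84, adjusted p = 1.43e-19). In males at 5 mg/kg, “Cell Cycle” (414 genes) ranked first (NES = 1.70, adjusted p = 5.57e-06). “Mitochondrial Fatty Acid Beta-Oxidation” (15 genes) was enriched among increased genes in each of the 4 groups, with NES values of 2.10 and 2.07 in males and 2.16 and 2.23 in females at 0.5 and 5 mg/kg. “Peroxisomal lipid metabolism” (21 genes) had NES values of 1.93 and 1.67 in males and 1.94 and 2.22 in females at these doses, and its largest adjusted p was 0.0254.
For xenobiotic metabolism, “Biological oxidations” (154 genes) was enriched among increased genes in females at 0.5 mg/kg (NES = 1.44, adjusted p = 0.0388) and among decreased genes in males at 5 mg/kg (NES = -1.60, adjusted p = 0.00539). By GSEA, it did not pass the FDR in males at 0.5 mg/kg (adjusted p = 0.343) or in females at 5 mg/kg (adjusted p = 0.247). The one-sided hypergeometric test, which takes DEGs of both directions, called it in each of these groups. Its adjusted p values at 0.5 and 5 mg/kg were 0.0383 and 1.44e-15 in males and 1.67e-07 and 5.34e-12 in females. “Transcriptional regulation of white adipocyte differentiation” (44 genes) did not pass in any of these groups, and its smallest adjusted p was 0.598.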

Gene sets related to fatty acid metabolism, xenobiotic metabolism, peroxisome processes, and adipogenesis were among the topmost enriched gene sets in samples from the 0.5 and 5 mg/kg dose groups for both sexes (Table 3).

**Table 3.** Top 10 Most Significantly Enriched Mouse Liver Gene Sets for Each Treatment Group Using the GSEA Method.

GenX Treatment (mg/kg)	Gene Set Name	Adjusted *P* Value	Overall Direction
Males			
0.1	None	NA	NA
0.5	KEGG PPAR signaling pathway	.0001	Up
	KEGG fatty acid metabolism	.0001	Up
	KEGG peroxisome	.00017	Up
	KEGG valine leucine and isoleucine degradation	.00022	Up
	KEGG lysine degradation	.00265	Up
	REACTOME mitochondrial fatty acid beta oxidation	.00293	Up
	REACTOME peroxisomal lipid metabolism	.00704	Up
	REACTOME TCA cycle and respiratory electron transport	.00750	Up
	PID HNF3A pathway	.00783	Up
	KEGG complement and coagulation cascades	.0101	Down
5	KEGG PPAR signaling pathway	<.0001	Up
	KEGG fatty acid metabolism	<.0001	Up
	KEGG nitrogen metabolism	<.0001	Up
	REACTOME complement cascade	<.0001	Down
	REACTOME formation of fibrin clot clotting cascade	<.0001	Down
	KEGG complement and coagulation cascades	<.0001	Down
	NABA ECM regulators	.00111	Down
	BIOCARTA comp pathway	.00134	Down
	KEGG glycine serine and threonine metabolism	.00146	Down
	REACTOME metabolism of amino acids and derivatives	.00164	Down
Females			
0.1	None	NA	NA
0.5	PID UPA UPAR pathway	<.0001	Down
	KEGG complement and coagulation cascades	<.0001	Down
	KEGG fatty acid metabolism	<.0001	Up
	KEGG valine leucine and isoleucine degradation	<.0001	Up
	KEGG peroxisome	<.0001	Up
	KEGG PPAR signaling pathway	<.0001	Up
	KEGG butanoate metabolism	.00010	Up
	REACTOME cholesterol biosynthesis	.00190	Up
	REACTOME mitochondrial fatty acid beta oxidation	.00219	Up
	KEGG steroid biosynthesis	.00328	Up
5	REACTOME metabolism of mRNA	<.0001	Up
	KEGG Huntington disease	<.0001	Up
	REACTOME fatty acid triacylglycerol and ketone body metabolism	<.0001	Up
	KEGG oxidative phosphorylation	<.0001	Up
	KEGG Parkinson disease	<.0001	Up
	REACTOME TCA cycle and respiratory electron transport	<.0001	Up
	REACTOME CDT1 association with the CDC6 ORC origin complex	<.0001	Up
	REACTOME peptide chain elongation	<.0001	Up
	KEGG peroxisome	<.0001	Up
	REACTOME nonsense mediated decay enhanced by the exon junction complex	<.0001	Up

Abbreviations: CD6:ORC, cell division cycle 6: origin recognition complex; CDT1, Chromatin licensing and DNA replication factor 1; ECM, extracellular matrix; HNF3A, hepatocyte nuclear factor 3-α; KEGG, Kyoto Encyclopedia of Genes and Genomes; mRNA, messenger RNA; NA, not applicable; PID, Pathway Interaction Database; PPAR, peroxisome proliferator-activated receptor; REACTOME, Reactome database of reactions, pathways, and biological processes; TCA, tricarboxylic acid; UPA, urokinase-type plasminogen activator; UPAR, urokinase-type plasminogen activator and its receptor.

Multiple gene sets related to peroxisome proliferator-activated receptor (PPAR) signaling, general peroxisome-related genes, or fatty acid metabolism include many of the same genes. Thus, many of the same DEGs included in these gene sets are responsible for the enrichment of these pathways (Figure 2, Supplemental Table S4). The genes that are included in the KEGG gene set “PPAR Signaling Pathway” that were altered by GenX exposure at 0.5 and 5 mg/kg bw/d in both sexes are acetyl-CoA acyltransferase 1 (*Acaa1*), acyl-CoA dehydrogenase medium chain (*Acadl*), acyl-CoA dehydrogenase long chain (*Acadm*), acyl-CoA oxidase 1 (*Acox1*), acyl-CoA synthetase long-chain family member 1 (*Acsl1*), cytochrome P450 family 4 subfamily A member 22 (*Cyp4a22*), diazepam-binding inhibitor, acyl-CoA binding protein (*Dbi*), enoyl-CoA hydratase and 3-hydroxyacyl-CoA dehydrogenase (*Ehhadh*), fatty acid binding protein 1 (*Fabp1*), and sterol carrier protein 2 (*Scp2*) (Figure 3, Supplemental Table S4). 

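Because the probes carry mouse symbols, *Acaa1* was read as *Acaa1a* and *Acaa1b*, and *Cyp4a22* as *Cyp4a10*, *Cyp4a14*, *Cyp4a31* and *Cyp4a32*. Of the 13 genes of the PPAR target score, 10 were called on their most counted probe in males and 8 in females at 0.5 mg/kg, and 11 in males and 13 in females at 5 mg/kg, all with increased expression. When p values were adjusted only over 23 genes among those that the paper reports as changed in the PPAR pathway, 16 were called in males and 18 in females at 0.5 mg/kg, compared with 11 and 8 when adjusted over all probes, each on the most counted probe. The list is made of the paper's calls on the same mice, so the larger counts follow in part from how it was made. In the same way, 9 were called in males and 0 in females given 0.1 mg/kg, compared with 0 and 0 on this probe when adjusted over all probes, and 9 and 0 had an unadjusted p below 0.05. *Cyp4a10* was a DEG in males at 0.1 mg/kg by 1 of its 2 probes. *Acadl* in females at 0.5 mg/kg had a log2 fold change of 0.54 (standard error 0.15, adjusted p = 0.259), with each treated female above each control.
*Ehhadh* (chromosome 16, 21761287 to 21787807) encodes a peroxisomal enzyme of fatty acid oxidation and had the smallest p of all probes in both sexes at 5 mg/kg. Its normalized count in males was 205 ± 50.8 CPM (SD, n = 5) in controls, 1926 ± 265 CPM (SD, n = 5) at 0.5 mg/kg and 10597 ± 1920 CPM (SD, n = 5) at 5 mg/kg. The log2 fold changes were 3.23 (standard error 0.18, adjusted p = 2.55e-19) and 5.69 (standard error 0.20, adjusted p = 5.66e-28). In females, it was 253 ± 46.2 CPM (SD, n = 5) in controls, 836 ± 188 CPM (SD, n = 4) at 0.5 mg/kg and 7868 ± 1459 CPM (SD, n = 5) at 5 mg/kg. The log2 fold changes were 1.72 (standard error 0.17, adjusted p = 1.14e-09) and 4.96 (standard error 0.19, adjusted p = 6.21e-26).
*Cyp4a10* (chromosome 4, 115518264 to 115533649) rose from 36.9 ± 29.5 CPM (SD, n = 5) in control males by 5.99 on the log2 scale at 5 mg/kg, and from 153 ± 82 CPM (SD, n = 5) in control females by 4.04. For *Ehhadh* and *Cyp4a10* at 0.5 and 5 mg/kg, all treated mice lay above all controls of the same sex.
The PPAR target score was 9.55 ± 0.10 (SD, n = 5) in males and 8.59 ± 0.24 (SD, n = 4) in females at 0.5 mg/kg, and 10.34 ± 0.07 (SD, n = 5) and 10.15 ± 0.16 (SD, n = 5) at 5 mg/kg. The differences from controls were 2.22 and 1.31 at 0.5 mg/kg and 3.01 and 2.86 at 5 mg/kg, with every treated mouse above every control (two-sided exact permutation p = 0.00794, the smallest that these group sizes allow, adjusted p = 0.0119). Mouse 355, which the authors left out for its sequencing depth, had a score of 3.32 when all 40 libraries were scaled together, below the lowest female control. With this mouse included, the number of DEGs in females at 0.5 mg/kg was 8, and 1989 probes had an unadjusted p below 0.05.

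**Figure D4:**
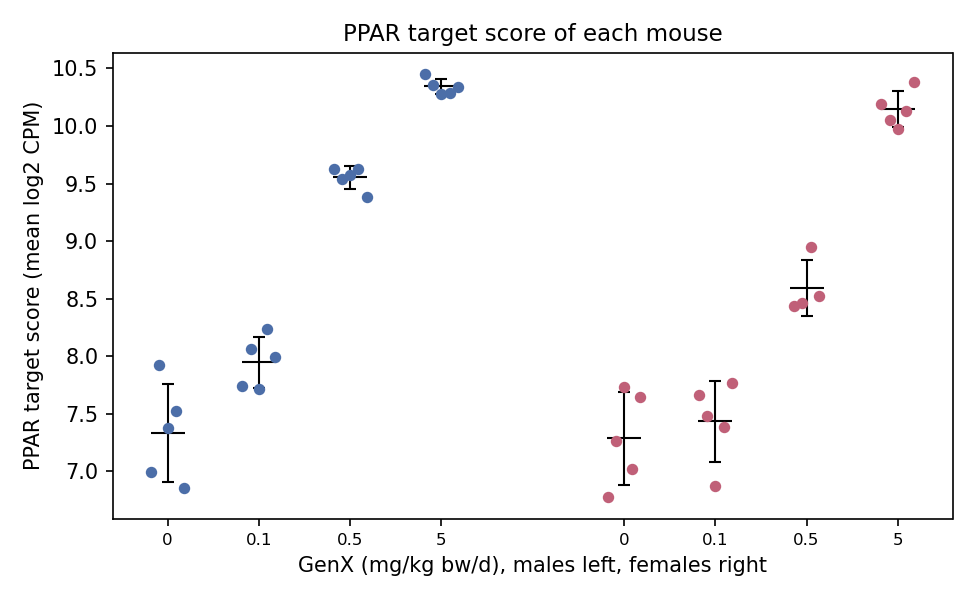
PPAR target score (mean log2 CPM of 13 genes, vertical axis) of each mouse in the 39 libraries by dose of GenX (horizontal axis, mg/kg bw/d), males left and females right, with the group mean and SD. At 0.5 and 5 mg/kg, the points of all mice lie above those of the controls of their sex.

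**Figure D5:**
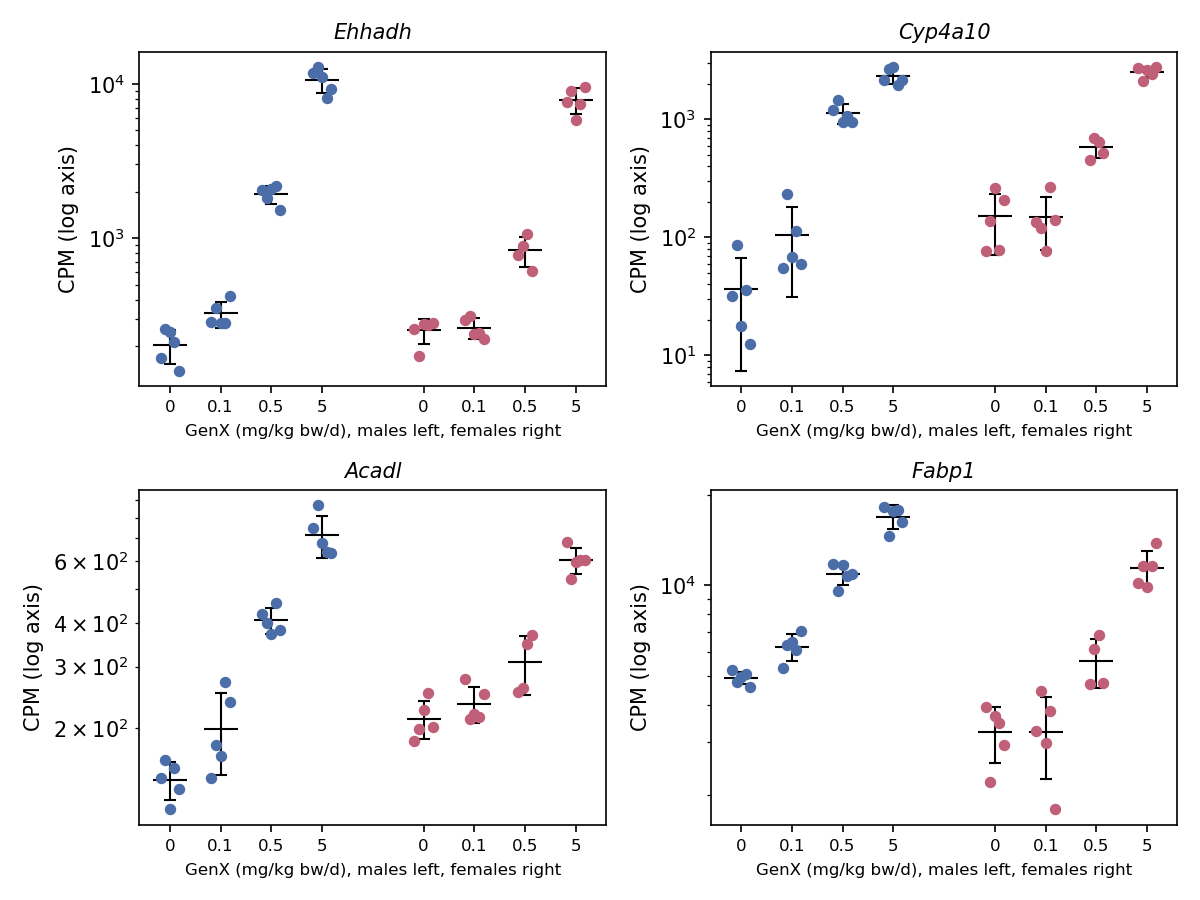
Normalized counts (CPM, log axis) of *Ehhadh*, *Cyp4a10*, *Acadl* and *Fabp1* in each mouse by dose of GenX (horizontal axis, mg/kg bw/d), males left and females right, with the group mean and SD. *Ehhadh* in males at 5 mg/kg lies between 8124 and 12884 CPM.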

Additional isoforms from the same families of which these genes are members were significantly differentially expressed at the 5 mg/kg bw/d concentration. 

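With 5 mg/kg, *Acaa1b* had a log2 fold change of 2.33 in males (adjusted p = 0.00177) and 3.44 in females (adjusted p = 1.89e-05). Of the fatty acid binding proteins, *Fabp2* rose in both sexes at this dose, by 1.31 and 1.17 on the log2 scale. Counted in reads, *Fabp3* (chromosome 4, 130308595 to 130315463) was at least 435-fold higher in males and at least 198-fold higher in females, since each control mouse had 3 reads or fewer on its probe. These bounds do not hold over the processing. Under the alternatives, its log2 fold change was as low as 7.66 in males and 6.74 in females. *Fabp4* rose by 4.41 in males (adjusted p = 5.68e-15) and by 0.52 in females (adjusted p = 0.369), and the test of the difference between the sexes gave 3.89 (adjusted p = 1.85e-08). *Fabp5* rose by 2.37 in males (adjusted p = 9.02e-05) and by 1.25 in females (adjusted p = 0.114). In females at 5 mg/kg, *Cyp4a12a* was at least 632-fold and *Cyp4a12b* at least 105-fold higher than in controls, counted in reads. Their log2 fold changes were as low as 8.47 and 5.82 under the alternatives. *Cyp4a12a* did not pass the FDR in males (log2 fold change of 0.57, adjusted p = 0.401), while *Cyp4a12b* passed in males at this dose with an increase of 1.65. That call was lost in 2 alternatives and in 6 of 10 fits with a mouse left out.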

The apolipoprotein family members *Apoa1*, *Apoa5*, and *Apoc3*, CD36 molecule (*Cd36*, also known as fatty acid translocase), fatty acid desaturase 2 (*Fads2*), malic enzyme 1 (*Me1*), phosphoenolpyruvate carboxykinase 1 (*Pck1*), and solute carriers (*Slc27a1*, *Slc27a4*, *Slc27a5*), all of which are also in the KEGG “PPAR Signaling Pathway”, were differentially expressed at the 5 mg/kg bw/d concentration in both sexes. 

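Among these genes, *Cd36* (chromosome 5, 17781690 to 17888801) rose from 7.96 ± 4.85 CPM (SD, n = 5) to 267 ± 50.9 CPM (SD, n = 5) in males at 5 mg/kg, a log2 fold change of 5.06 (standard error 0.59, adjusted p = 6.23e-09). In females, it rose from 22.5 ± 19.5 CPM (SD, n = 5) to 225 ± 32.7 CPM (SD, n = 5), a log2 fold change of 3.32 (standard error 0.54, adjusted p = 2.46e-05). *Me1* rose by 2.31 in males and 2.29 in females, and *Fads2* by 1.61 and 0.98. *Slc27a1* and *Slc27a4* rose in both sexes, *Slc27a1* from 2.28 ± 2.42 CPM (SD, n = 5) in control males and 2.47 ± 1.74 CPM (SD, n = 5) in control females. *Apoc3* fell by 0.51 in males and by 0.71 in females, and *Slc27a5* fell by 0.66 and by 0.47 (adjusted p = 0.0919 in females). *Apoa5* fell by 0.67 in males (adjusted p = 0.00931), and in females its change of -0.24 did not pass the FDR (adjusted p = 0.699). With 0.5 mg/kg, *Cd36* was called in males (log2 fold change of 3.79, adjusted p = 9e-06) but not in females (1.98, adjusted p = 0.164), and the difference between the sexes did not pass the FDR (adjusted p = 0.318).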

Retinoid X receptor α (*Rxra*) was uniquely upregulated in males at the 5 mg/kg bw/d group. 

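*Rxra* (chromosome 2, 27676440 to 27762957) had a normalized count of 528 ± 67.4 CPM (SD, n = 5) in males at 5 mg/kg and 671 ± 126 CPM (SD, n = 5) in control males, and the groups overlapped. Its log2 fold change was -0.35 (standard error 0.12, adjusted p = 0.0821). The other probe for *Rxra* had a log2 fold change of -0.63 and was also called. In females at 5 mg/kg, the change was -0.19 (standard error 0.12, adjusted p = 0.537). The test of the difference between the sexes at this dose gave -0.16 (adjusted p = 0.974).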

Many of these genes are also present in related gene sets that were also significantly enriched, including “KEGG Fatty Acid Metabolism,” “KEGG Peroxisome,” “REACTOME Peroxisomal Lipid Metabolism,” “BIOCARTA PPARA Pathway,” and “REACTOME PPARA Activates Gene Expression,” among others. 

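The Reactome set “Regulation of lipid metabolism by Peroxisome proliferator-activated receptor alpha PPARalpha” held 18 of the genes tested. Its NES was 1.08 in males at 0.5 mg/kg (adjusted p = 0.861), 1.14 in males at 5 mg/kg (adjusted p = 0.599) and 1.05 in females at 5 mg/kg (adjusted p = 0.743). By the one-sided hypergeometric test, 2 of its genes were DEGs in males and 2 in females at 5 mg/kg, compared with 1.85 and 0.79 expected. The sets for PPARα that the paper names come from a collection that was not tested here.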

Gene sets that are specific to PPARα, as compared to the more general PPAR signaling gene sets, were significantly enriched at the highest concentration for both sexes, and in males at the 0.5 mg/kg bw/d concentration (Supplemental Table S4).

**Figure 2.**
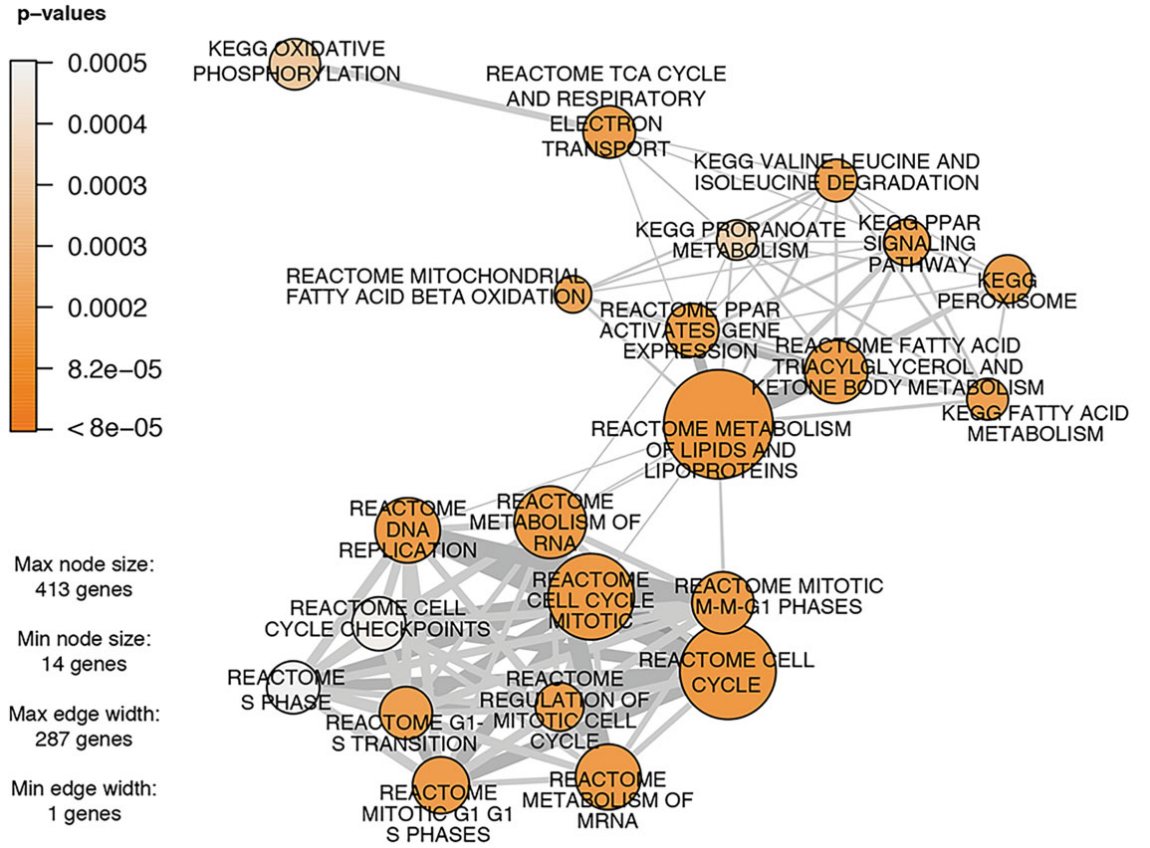
Network plots for gene set enrichment analysis. Network plot showing enriched upregulated canonical pathways for gene expression data from male mice exposed to 5 mg GenX/kg bw/d. For each pathway, significance is represented by the color shading scale of the nodes according to *P* value, and the number of genes in each pathway is represented by node size. Nodes are connected by lines that represent individual genes in the data set which are common to multiple nodes. The thickness of these connector lines represents the number of common genes. A *P* value of 5 × 10E-4 was used as a cutoff for the gene sets visualized to represent the topmost enriched gene sets.

**Figure 3.**
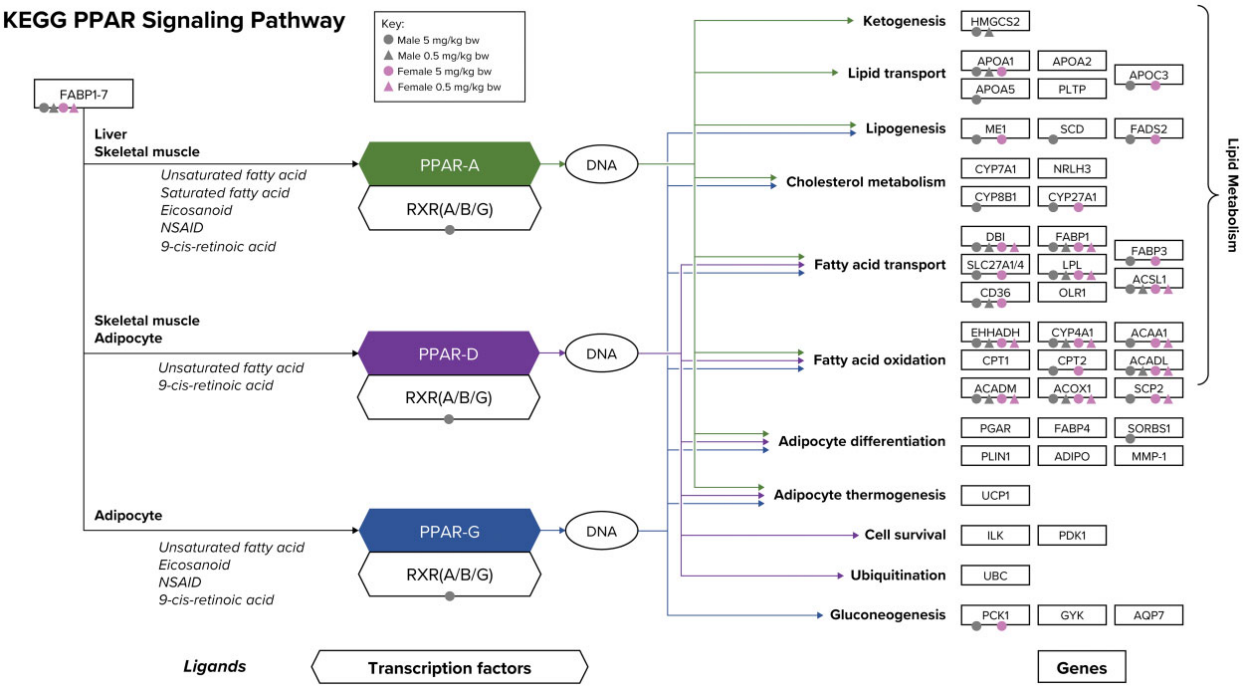
The PPAR signaling network. Ligands, transcription factors, and genes as related to PPAR α/δ/γ signaling are shown according to the KEGG database. Individual genes that are significantly differentially expressed in the present study are notated by color-coded shapes according to sex (males = gray, females = pink) and concentration (5 mg/kg bw/d = circles, 0.5 mg/kg bw/d = triangles). Arrows corresponding to each PPAR family member show the target genes for that family member (α/δ/γ): green = PPARα, purple = PPARδ, and blue = PPARγ. Bw indicates body weight; KEGG, Kyoto Encyclopedia of Genes and Genomes; PPAR, peroxisome proliferator-activated receptor.

Regarding a signal specific to the PPARα subtype of the receptor family, an investigation of the various genes included in the signaling pathways for PPARα, PPARδ, and PPARγ, specificity for PPARα is apparent based on the differential expression of genes that are specific to the α subtype and the lack of changes in expression of most of the genes that are specific to other subtypes (Figure 3). 

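The genes of the receptors were not called in males or females at 0.5 or 5 mg/kg. With 5 mg/kg, the log2 fold change of *Ppara* was -0.48 in males and 0.35 in females, and that of *Ppard* was -0.18 and 0.10. *Pparg* had 0.705 ± 1.58 CPM (SD, n = 5) in control males. Several genes drawn under the receptor subtypes had few reads. *Lpl* rose by 2.31 in males (adjusted p = 0.499) and by 4.19 in females (adjusted p = 0.258) at 5 mg/kg, from 3.6 ± 6.39 CPM (SD, n = 5) and 0.45 ± 0.674 CPM (SD, n = 5) in controls, and it did not pass the FDR. By the trend over all doses, it had a BMD of 1.78 mg/kg bw/d in males and 1.1 in females. *Olr1*, *Ucp1*, *Mmp1a* and *Mmp1b* had 0 reads in each of the 39 libraries, and *Plin1* and *Adipoq* had too few reads to be tested. *Angptl4* (adjusted p = 0.181 in males and 1 in females at 5 mg/kg) and *Ilk* did not pass the FDR at either dose. *Aqp7* was read in each of the 5 males at 5 mg/kg and in 0 control males (adjusted p = 0.131). Other genes were called at 5 mg/kg, such as *Scd1* in both sexes (2.24 and 2.15 on the log2 scale) and *Cpt1b* in males (4.68). From the differential expression of genes assigned to the α subtype and the lack of change in most genes assigned to the others, the paper concludes that the signal is specific to PPARα.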

Notably, the *Pck1* gene was downregulated by GenX, whereas it would be expected to be upregulated upon activation of PPARγ, as a PPARγ-binding site is in the promoter region of the gene.^35^

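The normalized count of *Pck1* (chromosome 2, 173153048 to 173159273) was 2692 ± 795 CPM (SD, n = 5) in control males and 1139 ± 350 CPM (SD, n = 5) at 5 mg/kg. Its log2 fold change was -1.24 (standard error 0.25, adjusted p = 0.000298), with each treated male below each control. In females, it was 4862 ± 1457 CPM (SD, n = 5) in controls and 2724 ± 1263 CPM (SD, n = 5) at 5 mg/kg, a log2 fold change of -0.84 (standard error 0.24, adjusted p = 0.0454), and the groups overlapped. With 0.5 mg/kg, the changes of -0.14 in males and -0.52 in females did not pass the FDR (adjusted p = 1 and 0.485).

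**Figure D6:**
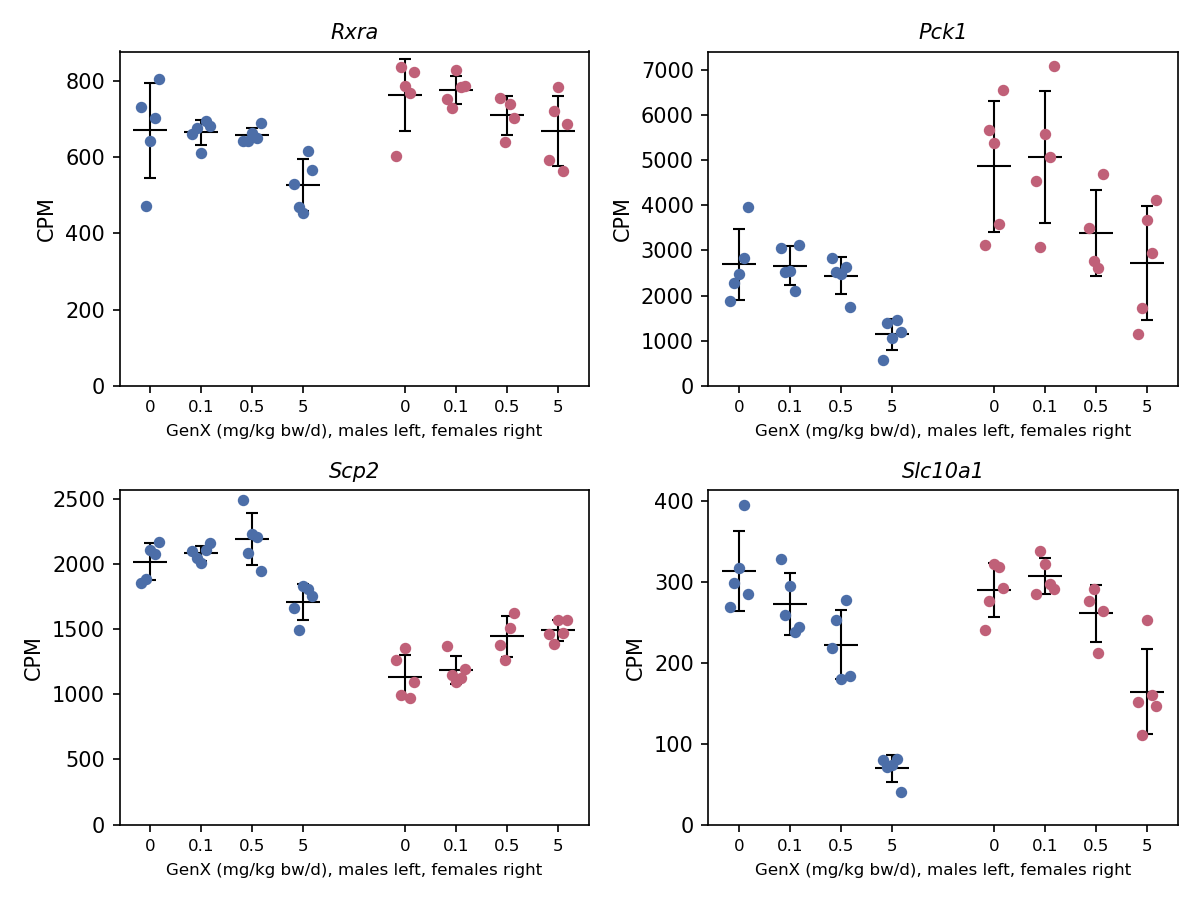
Normalized counts (CPM) of *Rxra*, *Pck1*, *Scp2* and *Slc10a1* in each mouse by dose of GenX (horizontal axis, mg/kg bw/d), males left and females right, with the group mean and SD. *Pck1* in males at 5 mg/kg lies between 583 and 1460 CPM.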

Individual genes in the acyl-CoA oxidase family, which are common to the peroxisomal signaling pathways, appear to be the underlying cause of enrichment for additional disease-related gene sets, such as those related to Parkinson disease, Huntington disease, Alzheimer disease, and with oxidative phosphorylation. 

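Of the 43 tested genes whose symbol begins with Nduf, 37 had a positive log2 fold change at 5 mg/kg in females, with a median of 0.33, and 34 in males, with a median of 0.27. With DESeq2's size factors, 37 were positive in females and 30 in males, with medians of 0.35 and 0.20. With 5 mg/kg, 5 were called in females and 6 in males, all increased. With 0.5 mg/kg, 0 were called in males and 0 in females, and 32 and 31 were positive.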

NADH:ubiquinone oxidoreductase subunit coding genes are also responsible for the enrichment of such gene sets in this data set. The enrichment of these gene sets is unique to female mice, with the exception of oxidative phosphorylation in males only at the highest concentration (Supplemental Table S4).

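The Reactome set “Respiratory electron transport” (62 genes) had an NES of 2.03 at 0.5 mg/kg (adjusted p = 0.00167) and 2.65 at 5 mg/kg (adjusted p = 5.59e-12) in females. In males, it was 1.78 at 0.5 mg/kg (adjusted p = 0.0399) and 1.73 at 5 mg/kg (adjusted p = 0.00692). Of the genes that carried the enrichment at 5 mg/kg, 28 of 52 in females and 17 of 29 in males were Nduf genes. The difference between the sexes was not tested at the level of gene sets.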

#### Gene set enrichment analysis reveals significant changes to cellular processes and cell cycle mediators, apoptosis

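Cell cycle sets here are 65 Reactome sets with words for the cell cycle, DNA replication or apoptosis in their names. Of these, 39 in males and 37 in females were enriched among increased genes at 5 mg/kg by GSEA. By the hypergeometric test, 0 of these sets were enriched in males and 0 in females at this dose. “Regulation of mitotic cell cycle” (78 genes) had an NES of 1.83 in males (adjusted p = 0.00153) and 2.08 in females (adjusted p = 2.15e-05). “Regulation of Apoptosis” (49 genes) had an NES of 1.72 in males (adjusted p = 0.0115) and 2.32 in females (adjusted p = 2.77e-06). “3' -UTR-mediated translational regulation” (94 genes) had an NES of 1.62 in males (adjusted p = 0.00988) and 2.35 in females (adjusted p = 3.88e-08) at 5 mg/kg. At 0.5 mg/kg, this set passed in females (NES = 1.72, adjusted p = 0.0101) and not in males (adjusted p = 0.468). “Regulation of Apoptosis” and “Regulation of mitotic cell cycle” passed at 0.5 mg/kg in males (adjusted p = 0.066 for each) and not in females (adjusted p = 0.295 and 0.469).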

Although the signal was not as strong as the signal for PPAR and fatty acid metabolism signaling, significant enrichment of various cell cycle and messenger RNA (mRNA) processing gene sets, such as “REACTOME Regulation of Apoptosis” and “REACTOME Regulation of Mitotic Cell Cycle,” was observed. These cell cycle–related pathways were only enriched at the 5 mg/kg concentration, in both sexes, and the enrichment was primarily driven by the upregulation of genes that encode for proteasome subunits. 

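At 0.5 mg/kg, 14 of the cell cycle sets were enriched among increased genes in males, the smallest adjusted p being 0.0505, and 0 in females, where the smallest adjusted p was 0.131. Of the genes of “Regulation of Apoptosis”, 44 were proteasome subunits (symbols that begin with Psm). On average over the enriched sets at 5 mg/kg, proteasome subunits made up 62.4% of the genes that carried the enrichment of a set in males. In females, the average was 77.8%. When proteasome subunits were removed from every set, 14 of the 35 sets that could still be tested passed in males at 5 mg/kg, and 0 of 33 in females. In males at 0.5 mg/kg, 0 of 10 passed. With genes for ribosomal proteins removed as well, 10 sets passed in males at 5 mg/kg and 0 in females.

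**Figure D7:**
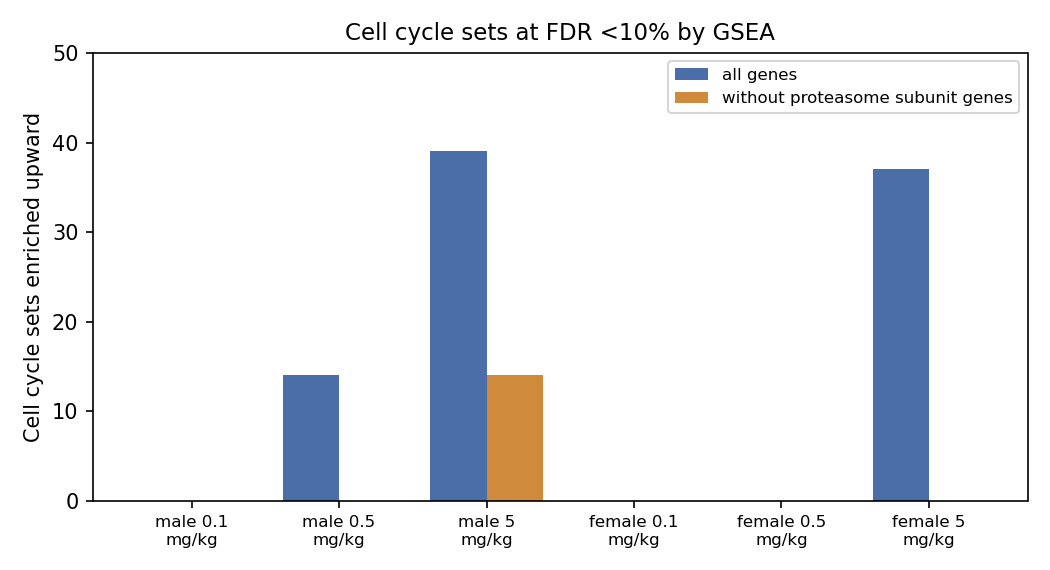
Number of Reactome cell cycle sets, those for DNA replication and apoptosis included, that were enriched among increased genes (vertical axis). Bars are by sex and dose of GenX (horizontal axis), with all genes and without the genes of proteasome subunits. Without these genes, 14 sets are left in males at 5 mg/kg.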

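Of 49 tested genes for proteasome subunits, 35 in males and 35 in females had a positive log2 fold change at 5 mg/kg. The median was 0.38 in males and 0.34 in females, compared with 0.11 and -0.01 over all genes. With DESeq2's size factors, 35 and 37 were positive, with medians of 0.30 and 0.36. With 5 mg/kg, 7 of these genes were called in males and 2 in females, all increased. With 0.5 mg/kg, 36 in males and 29 in females had a positive log2 fold change (median 0.26 and 0.09), and 5 and 0 were called.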

The enrichment of various cellular process gene sets driven by proteasome subunits was evident to a much greater degree in the female mice compared to the males, particularly at the 5 mg/kg concentration. 

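The Reactome set “p53-Independent G1 S DNA damage checkpoint” held 50 of the genes tested, of which 44 are proteasome subunits. Its NES was 1.69 in males (adjusted p = 0.0125) and 2.32 in females (adjusted p = 2.25e-06) at 5 mg/kg. At 0.5 mg/kg, its NES was 1.67 in males (adjusted p = 0.066) and 1.36 in females (adjusted p = 0.251).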

Relatedly, “REACTOME p53-Independent G1-S DNA Damage Checkpoint” was also enriched at 5 mg/kg for both sexes, and the “REACTOME p53-Independent G1-S DNA Damage Checkpoint” gene set was enriched for females only at 5 mg/kg bw/d. Importantly, all of the genes driving the enrichment of this gene set were proteasome subunits and ribosomal proteins, while the *Chek1* and *Chek2* checkpoint genes were not significantly altered, nor was the ataxia-telangiectasia mutated (*Atm*) gene. 

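Of the genes that carried the enrichment of “p53-Independent G1 S DNA damage checkpoint” at 5 mg/kg, 25 of 26 in females and 26 of 28 in males were proteasome subunits, and 0 in females and 1 in males were ribosomal proteins. *Chek1*, with 1.79 ± 1.75 CPM (SD, n = 5) in control males, had a log2 fold change of -0.11 in males (standard error 2.73) and -0.87 in females (standard error 2.74) at 5 mg/kg. *Chek2* had too few reads to be tested, and small changes in *Chek1* may be missed at this depth. *Atm* (chromosome 9, 53439149 to 53536740) changed by -0.76 in males (adjusted p = 0.757) and 0.24 in females (adjusted p = 1).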

Notably, no other DNA damage-related gene sets were enriched in either sex at any dose.

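Of 23 Reactome sets for DNA damage, DNA repair and checkpoints, 9 in males and 8 in females were enriched among increased genes at 5 mg/kg, and 5 in males and 0 in females at 0.5 mg/kg, where the smallest adjusted p was 0.066 and 0.16. On average over the enriched sets at 5 mg/kg, proteasome subunits made up 74% of the genes that carried the enrichment of a set in males. In females, the average was 89.2%. Without proteasome subunits, 2 of the 6 sets that could be tested passed in males at 5 mg/kg, “Cell Cycle Checkpoints” (adjusted p = 0.0241) and “G2 M Checkpoints” (adjusted p = 0.0272), and 0 of 5 in females. “G2 M Checkpoints” had an NES of 1.74 in males with all genes (adjusted p = 0.0168), and 0 of the 24 genes that carried its enrichment were proteasome subunits.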

#### Gene set enrichment analysis reveals downregulation of coagulation factor expression

Several gene sets related to coagulation and clotting cascade were enriched among downregulated genes, for both sexes and at both the 0.5 and 5 mg/kg doses, such as “KEGG Complement and Coagulation Cascades,” “REACTOME Complement Cascade,” and “REACTOME Formation of Fibrin Clot Clotting Cascade.”

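“Formation of Fibrin Clot Clotting Cascade” (31 genes) had an NES of -1.90 at 0.5 mg/kg (adjusted p = 0.0395) and -2.34 at 5 mg/kg (adjusted p = 3.19e-05) in males, and -1.77 (adjusted p = 0.0471) and -2.23 (adjusted p = 3.24e-06) in females. “Complement cascade” (24 genes) had an NES of -1.99 at 0.5 mg/kg (adjusted p = 0.0399) and -2.31 at 5 mg/kg (adjusted p = 3.19e-05) in males. In females, it was -1.92 at 5 mg/kg (adjusted p = 0.00287), and at 0.5 mg/kg its NES of -1.25 did not pass the FDR (adjusted p = 0.494).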

#### Confirmation of GSEA ranked-list results using hypergeometric test

As a means to confirm the results obtained using the GSEA ranked list with all gene expression information, a hypergeometric test was conducted to evaluate enrichment using only genes that met statistical criteria for significant differential expression (FDR <10%). This test does not take into account the magnitude of change (ie, fold-change of the individual genes) and can be run irrespective of direction of change. To understand if the same gene sets were significantly enriched when only the most significantly altered genes were used in the enrichment analysis, we conducted the hypergeometric test, or “overrepresentation analysis,” as a secondary analysis. 

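The one-sided hypergeometric test was run on the same Reactome sets against a background of the 12418 genes tested. At 0.1 mg/kg, 0 sets were enriched in males and 0 in females, while 10 sets in males and 0 in females, where 0 DEGs were called, had an unadjusted p below 0.05. At both 0.5 and 5 mg/kg, 19 sets were enriched in males and 12 in females. The p was smaller at 5 mg/kg for 14 and 9 of them, and 18 and 12 held more DEGs at 5 mg/kg.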

A clear dose–response was observed in the gene set enrichment using this method, similar to the GSEA ranked method. Further, gene sets related to peroxisome signaling and fatty acid metabolism were the most significantly enriched for both sexes, in a dose-responsive manner. At the 0.5 mg/kg concentration, there were only 18 enriched gene sets for females and 80 for males, using an FDR <10% as a cutoff value for significant enrichment and including genes altered in both directions in the test set. At 5 mg/kg, there were 152 enriched gene sets for females and 181 for males (Supplemental Table S5). 

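With the hypergeometric test, 21 Reactome sets were enriched in males and 12 in females at 0.5 mg/kg, and 94 in males and 61 in females at 5 mg/kg. GSEA also called 14 and 59 of these sets in males, and 12 and 41 in females.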

Similar to the GSEA method, gene sets that were enriched in both the 0.5 and the 5 mg/kg groups were more significantly enriched in the higher concentration group, due to a greater number of the genes within those gene sets being significantly differentially expressed at the higher concentration. Importantly, PPAR-related gene sets were highly significantly upregulated and also represent the overwhelming majority of the topmost significantly enriched gene sets (Table 4). The gene set with the most significant enrichment across all treatment groups (ie, the smallest adjusted *P* value) was “KEGG PPAR Signaling Pathway” for male mice in the 5 mg/kg group.

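Across the Reactome sets and groups, the smallest adjusted p by the hypergeometric test was that of “Metabolism of lipids and lipoproteins” in females at 5 mg/kg, where 78 of its genes were DEGs against 18.2 expected (adjusted p = 5.96e-26). The same set was first in each of the other groups at 0.5 and 5 mg/kg. It held 108 DEGs against 42.7 expected in males at 5 mg/kg (adjusted p = 1.27e-17), 38 against 12.6 in males at 0.5 mg/kg (adjusted p = 9.35e-07) and 14 against 0.936 in females at 0.5 mg/kg (adjusted p = 3.91e-11). “Peroxisomal lipid metabolism” held 8 DEGs in males against 2.16 expected (adjusted p = 0.0101) and 8 in females against 0.922 expected (adjusted p = 6.76e-05) at 5 mg/kg.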

**Table 4.** Top 10 Most Significantly Enriched Liver Gene Sets for Each Treatment Group Using the Hypergeometric Test.

GenX Treatment (mg/kg)	Gene Set Name	Adjusted *P* Value	Overall Direction
Males			
0.1	None	NA	NA
0.5	KEGG fatty acid metabolism	2.61E-12	Up
	KEGG peroxisome	1.15E-09	Up
	KEGG complement and coagulation cascades	4.79E-08	Down
	REACTOME fatty acid triacylglycerol and ketone body metabolism	4.22E-07	Up
	KEGG biosynthesis of unsaturated fatty acids	4.34E-07	Up
	REACTOME mitochondrial fatty acid beta oxidation	4.34E-07	Up
	KEGG valine leucine and isoleucine degradation	1.24E-05	Up
	KEGG lysine degradation	1.91E-05	Up
	KEGG PPAR signaling pathway	1.91E-05	Up
	REACTOME alpha linolenic acid ALA metabolism	4.47E-05	Down
5	KEGG PPAR signaling pathway	3.52E-19	Up
	REACTOME metabolism of amino acids and derivatives	5.17E-17	Down
	REACTOME metabolism of lipids and lipoproteins	1.86E-16	Up
	KEGG complement and coagulation cascades	6.00E-16	Down
	KEGG fatty acid metabolism	6.00E-16	Up
	REACTOME fatty acid triacylglycerol and ketone body metabolism	1.67E-11	Up
	KEGG peroxisome	7.12E-11	Up
	KEGG valine leucine and isoleucine degradation	8.39E-10	Up
	REACTOME 3-UTR mediated translational regulation	9.69E-10	Up
	KEGG biosynthesis of unsaturated fatty acids	3.69E-09	Up
Females			
0.1	None	NA	NA
0.5	KEGG fatty acid metabolism	4.66E-13	Up
	REACTOME alpha linolenic acid ALA metabolism	6.26E-08	Up
	KEGG PPAR signaling pathway	6.26E-08	Up
	KEGG peroxisome	1.90E-07	Up
	KEGG valine leucine and isoleucine degradation	4.78E-07	Up
	REACTOME fatty acid triacylglycerol and ketone body metabolism	1.62E-06	Up
	REACTOME mitochondrial fatty acid beta oxidation	1.05E-05	Up
	KEGG biosynthesis of unsaturated fatty acids	5.19E-05	Up
	REACTOME metabolism of lipids and lipoproteins	7.89E-05	Up
	KEGG propanoate metabolism	5.62E-04	Up
5	KEGG fatty acid metabolism	1.36E-19	Up
	REACTOME TCA cycle and respiratory electron transport	3.81E-18	Up
	REACTOME metabolism of lipids and lipoproteins	3.86E-18	Up
	KEGG PPAR signaling pathway	6.40E-18	Up
	KEGG peroxisome	2.90E-16	Up
	REACTOME respiratory electron transport ATP synthesis by chemiosmotic coupling and heat production by uncoupling proteins	5.37E-14	Up
	KEGG complement and coagulation cascades	9.76E-14	Down
	REACTOME fatty acid triacylglycerol and ketone body metabolism	6.53E-13	Up
	REACTOME respiratory electron transport	2.36E-12	Up
	REACTOME metabolism of amino acids and derivatives	4.08E-12	Up

Abbreviations: ATP, adenosine triphosphate; KEGG, Kyoto Encyclopedia of Genes and Genomes; PPAR, peroxisome proliferator-activated receptor; REACTOME, Reactome database of reactions, pathways, and biological processes; TCA, tricarboxylic acid; UTR, untranslated region.

Using the Enrichr tool to confirm the significance of PPAR signaling and/or to identify any additional signaling pathways of significance, PPAR signaling pathways (including PPARα-specific pathways), fatty acid metabolism, and complement and coagulation cascade-related pathways were found to be the top 10 most significantly enriched pathways according to gene sets available from platforms other than those included in our primary analysis using the MSigDB gene sets, such as curated gene sets available from NCATS BioPlanet^36^ and WikiPathways^37^ (Supplemental Table S6). The results for the enrichment of gene sets for the KEGG, Reactome, and BioCarta databases according to the analysis presented above were also confirmed using the Enrichr software (data not shown).

### Benchmark Dose Modeling

The dose–response for individual genes and signaling pathways were analyzed and visualized using BMD modeling. 

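For dose-response modeling, counts of the 39 libraries normalized with DESeq2's size factors were used, with the most counted probe of each gene. A Williams trend test with a two-sided p below 0.05, taken from simulated normal values, kept 2646 of 14876 genes in males and 1461 of 14770 in females. A BMD at a change of 1 SD was kept for 1829 genes in males and 987 in females. This SD is that of the residuals of the fitted model over all doses. The median BMD was 1.76 mg/kg bw/d in males (jackknife standard error 0.572, 20 mice) and 2.12 mg/kg bw/d in females (jackknife standard error 0.326, 19 mice), a difference smaller than the first of these errors. With each mouse left out in turn, the median stayed between 1.35 and 1.82 in males and between 1.85 and 2.18 in females. The difference depends on the filter on the ratios of BMD limits. Without this filter, the median was 0.422 in males and 1.61 in females. Under the other alternatives, it ranged from 1.66 to 1.91 in males and from 2.10 to 2.40 in females. A BMD below 0.5 mg/kg bw/d was found for 38.9% of the genes in males and 25.2% in females. Of the 455 genes with a BMD in both sexes, 333 (73.2%) had the lower BMD in males, and the median log2 ratio of male to female BMD was -1.01.

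**Figure D8:**
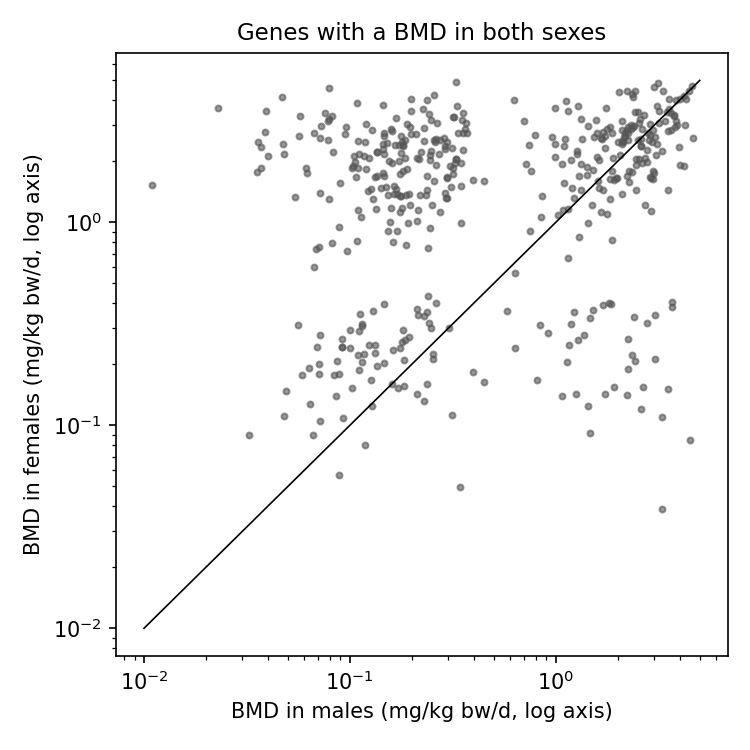
BMD in males (horizontal axis) and in females (vertical axis, both mg/kg bw/d, log axes) of the 455 genes with a BMD in both sexes, with a point for each gene and the line of equal BMD. Above the line lie 333 genes.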

Consistent with the increased incidence of liver effects in males relative to females, the overall transcriptomic responses in males were more sensitive than females, as evidenced by lower BMD values (Figure 4A). Functional classification using significantly dose-responsive genes indicated similar results as the gene set enrichment analysis conducted on individual treatment groups; specifically, gene sets related to peroxisomal signaling, apoptosis, and mitosis were all significantly enriched. Examples of BMD curve are shown for the PPAR-related genes *Fabp1*, *Apoa1*, *Acox1*, and *Ehhahd* (Figure 4B). 

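In males, the BMD of *Fabp1* (chromosome 6, 71199827 to 71205023) was 0.0584 mg/kg bw/d, with a 90% confidence interval from 0.0424 to 0.0839. The BMD of *Ehhadh* was 0.24 (0.151 to 0.486) and that of *Apoa1*, which fell with dose, 0.124 (0.0658 to 0.258) mg/kg bw/d, each from the exponential 4 model. The normalized count of *Fabp1* in males was 4910 ± 237 CPM (SD, n = 5) in controls and 6236 ± 642 CPM (SD, n = 5) at 0.1 mg/kg, with each treated male above each control.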

The pathway-level median BMD values for GO terms and REACTOME pathways were overall lower in male mice than female mice (Figure 4C and D). 

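For “Peroxisomal lipid metabolism”, the median BMD was 0.191 mg/kg bw/d over 9 genes in males and 1.16 mg/kg bw/d over 12 genes in females. With each mouse left out in turn, these medians ranged from 0.175 to 0.699 and from 0.789 to 1.75. For “Apoptosis”, the median BMD was 0.643 mg/kg bw/d over 24 genes in males and 2.53 mg/kg bw/d over 18 genes in females, with ranges of 0.333 to 1.7 and 1.9 to 2.77 when each mouse was left out.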

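For “Cell Cycle, Mitotic”, the median BMD was 2.43 mg/kg bw/d over 75 genes in males, with a range of 1.96 to 2.46 with each mouse left out in turn, and 2.55 mg/kg bw/d over 23 genes in females (2.11 to 2.61). The jackknife standard errors of the medians were 0.481 in males and 0.847 in females for “Peroxisomal lipid metabolism”, 1.83 and 1.15 for “Apoptosis”, and 0.503 and 0.608 for “Cell Cycle, Mitotic”.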

As shown on the accumulation plots and the range plots (Figure 4C and D), the median BMD values for PPAR-related pathways are much lower than for those related to apoptosis and mitosis. These transcriptomic results are consistent with evidence for increased peroxisomal activity (eg, hepatocellular hypertrophy, acyl-CoA enzyme activity) in the lower dose groups and apoptosis and mitosis in high-dose group. The full results from the BMD analysis and the functional classification conducted using BMD modeling can be found in Supplemental Tables S7 and S8, respectively.

**Figure 4.**
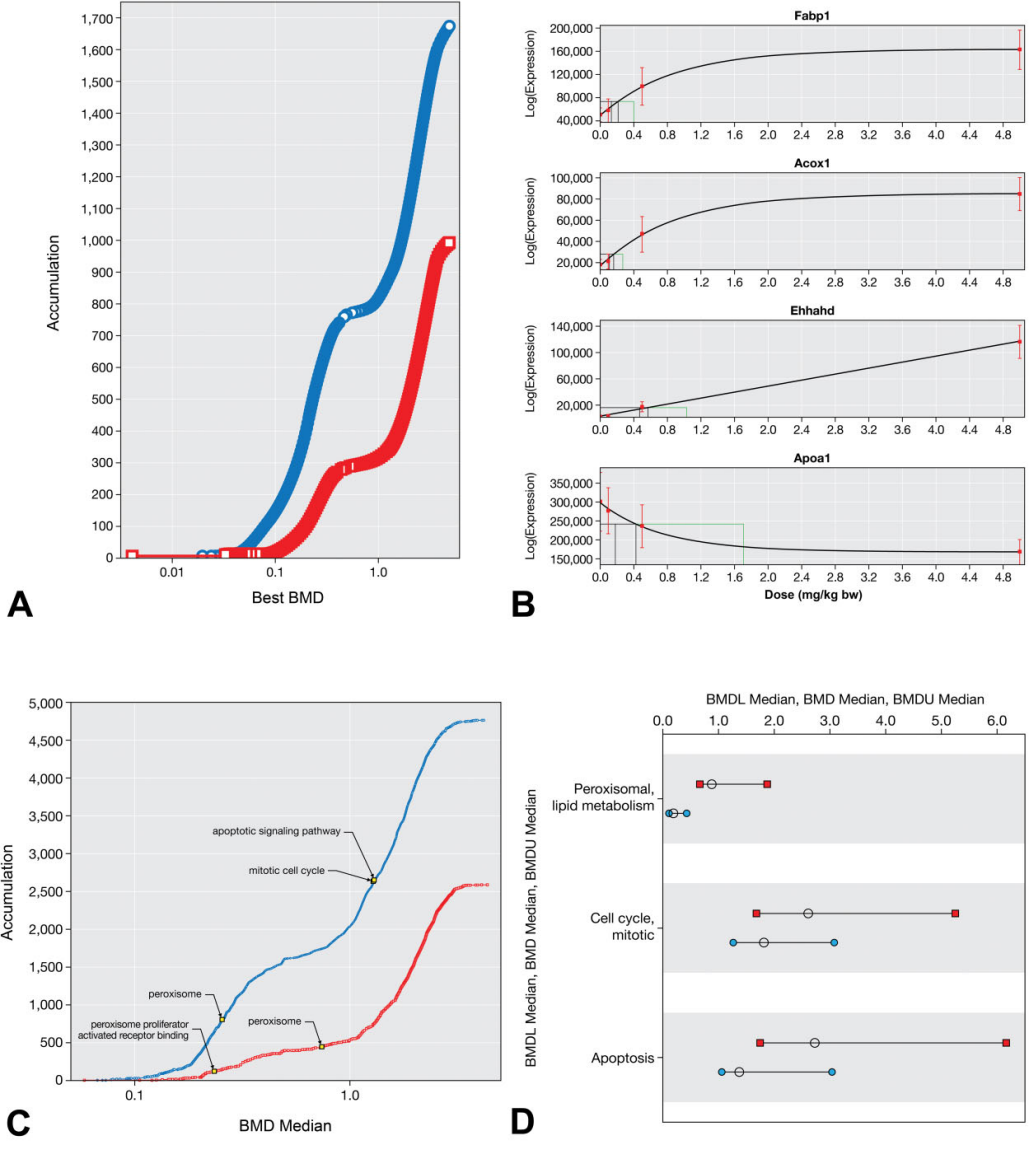
BMD analysis. A, Accumulation plots for best BMD values for DEGs in male (blue) and female (red) mice. B, Example BMD model fits for PPAR-related genes *Fabp1*, *Acox1*, *Ehhahd*, and *Apoa1* in male liver. Models for each example visualization were chosen based on goodness of fit and biological plausibility. Full results including BMDs for all models for each gene are included in Supplemental Table S7. Red squares and whiskers represent mean and standard deviation, respectively, across all samples in the dose group. The drop-down lines in each plot represent the BMDL, BMD, and BMDU values. C, Accumulation plots for the BMD values for GO terms in male (blue) and female (red) mice. D, Range plots for the BMD, BMDL, and BMDU for select REACTOME pathways in male (blue) and female (red) mice. Selected terms in C and D are phenotypically linked to observed liver pathology. BMD indicates benchmark dose, BMDL, benchmark dose (lower confidence limit); BMDU, benchmark dose (upper confidence limit); DEG, differentially expressed gene; GO, Gene Ontology; PPAR, peroxisome proliferator-activated receptor; REACTOME, Reactome database of reactions, pathways, and biological processes.

## Discussion

Perfluoroalkyl and polyfluoroalkyl substance compounds are commonly used in industrial and consumer products and are persistent in the environment.^1^ The biopersistence and long half-lives of PFAS in blood have raised concerns regarding the safety of exposure to this group of compounds. However, the results of the present study indicate that GenX induces liver toxicity in mice via a mechanism involving PPARα.

The dose-dependent increases in liver hypertrophy and liver organ weight previously reported^8^ align with known features of PPARα-induced liver cancer in rodents.^38,39^ The reevaluation of single-cell necrosis as apoptosis using updated diagnostic criteria described by Elmore et al^10^ was confirmed by caspase-3 staining. Further, an increase in mitotic bodies was also observed in male mice at the same concentration as the significant increase in apoptosis (the highest exposure group). These findings align with a similar reevaluation of male mice exposed to GenX for approximately 90 days.^6,8^ Therein, it was argued that apoptosis was part of a PPARα MOA and not indicative of liver toxicity per se. According to the Hall criteria^40^ for assessing liver toxicity, sequelae related to PPARα have limited human relevance. As such, Thompson et al^6^ concluded that apoptosis should not serve as the basis for a human health risk assessment. Coupled with transcriptomic results (see below), the present study further supports involvement of a PPARα MOA in GenX-induced liver changes.

Transcriptional changes are understood to be a primary response to chemical exposure that precede toxicity; thus, collecting gene expression data provides insight into the molecular underpinnings of toxicity.^14^ However, evaluating the whole transcriptome in an experiment offers both a wealth of knowledge and a challenge in inherent complexity. It has been put forth that a major challenge in the application of transcriptomic data to human health risk assessments is gaining an understanding of how to best evaluate complex gene expression data into understandable and applicable information.^14^ Although changes to individual genes can provide information regarding dose–response relationships and no- or low-effect levels for transcriptional changes, querying the entire transcriptome or a large subset of genes that represent a broad range of biological pathways provides information regarding alterations to signaling networks that carry biological relevance. Such changes at the signaling pathway level play important roles in higher order biological processes that are important components of pathological changes and disease states. Using two different methods for gene set enrichment analysis, we were able to test which gene sets are most closely correlated with treatment based on a ranking approach for all genes (the GSEA method), and we also confirmed those results by applying a filter for only significantly DEGs without any ranking and conducting an overrepresentation analysis (hypergeometric test). In both cases, PPAR signaling and related pathways were among the most highly significantly enriched gene sets, providing clear evidence that GenX induces PPAR. Although the underlying mechanism appears to be the same in both sexes, male mice present higher sensitivity to the GenX-induced transcriptomic alterations than females, as evidenced by the overall higher number of altered genes (Table 2) and the lower BMDs for several signaling pathways relevant to the observed histopathological changes (Figure 4D). This aligns with the higher sensitivity of males to liver toxicity at the phenotypic level as evaluated by histopathology in the same experiment.^8^ 

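The difference between the sexes was tested directly with an interaction of sex and dose in edgeR. At 0.1 mg/kg, 0 genes passed the FDR, while 1504 probes had an unadjusted p below 0.05. Splits that exchanged treated and control mice gave a median of 1535 such probes. At 0.5 mg/kg, 47 genes passed, 36 with a higher log2 fold change in males and 11 with a higher one in females. At 5 mg/kg, 169 genes passed, 98 and 71 in these directions. With DESeq2's size factors in edgeR, 43.8% were higher in males at 5 mg/kg, compared with 58% after TMM scaling. Among the genes for PPAR signaling, the log2 fold change at 0.5 mg/kg was larger in males by 3.01 for *Cyp4a10* (adjusted p = 0.00158), by 1.51 for *Ehhadh* (adjusted p = 0.000367) and by 0.98 for *Acadl* (adjusted p = 0.0258). With 5 mg/kg, it was larger in males by 1.95 for *Cyp4a10* (adjusted p = 0.0396) and by 0.82 for *Acadl* (adjusted p = 0.0427). Other genes of the Cyp4a family went the other way. The difference, male minus female, was -9.05 for *Cyp4a12a* and -8.39 for *Cyp4a12b* at 0.5 mg/kg, and -11.3 and -9.71 at 5 mg/kg. Control females had 3 reads or fewer on both, so only the direction is measured. *Scp2* (chromosome 4, 108043839 to 108144998) differed at 5 mg/kg by -0.63 (adjusted p = 0.0181), with changes of -0.24 in males and 0.39 in females.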

The underlying reason for the sex difference at the dose level is unknown; although variation in toxicokinetics may be relevant, minimal differences in the toxicokinetics of GenX between sexes have been reported.^5^ This transcriptional signal provides key evidence in the understanding of the MOA of GenX and mouse liver toxicity. The enrichment of these gene sets was accompanied by enrichment of cell cycle regulators and mitotic signaling, demonstrating the proliferative response occurring in tandem (or resultant of) the upregulation of PPAR signaling. Further, transactivation assays conducted in cell lines overexpressing mouse or rat PPARα demonstrated that GenX activated both mouse and rat PPARα, albeit with different potencies (Supplemental Figure S2).

Recently, GenX was shown to induce transcriptomic changes in rat dams exposed to GenX by oral gavage on gestational days 14 to 18, as well as in fetal liver.^41^ Maternal livers displayed upregulation of genes involved in PPAR signaling pathways, including fatty acid metabolism and cell proliferation. *Ehhadh*, coding for the peroxisomal enzyme 3-hydroxyacyl CoA dehydrogenase, was the most highly upregulated gene, increasing 3-fold at 3 mg/kg/d and 55-fold at 500 mg/kg/d. In fetal livers, there was significant upregulation of genes in the PPAR signaling pathway and they were associated with fatty acid metabolism, but not cell proliferation. Several genes were upregulated in fetal liver beginning at 3 mg/kg/d; most notably, *Ehhadh* was upregulated 5-fold at 3 mg/kg/d and over 300-fold at 500 mg/kg/d. Although the induction of PPAR signaling in the fetal liver following maternal exposure to GenX is clear, the significance of these transcriptomic responses is unknown. A recent 2-year bioassay with a PPARα activator (PFOA) reported no difference in tumorigenic responses between rats first exposed to PFOA in utero versus those first exposed after weaning.^42^ Studies in PPARα-null mice and those expressing human PPARα have been shown to be refractory to developmental effects elicited by PFOA in wild-type mice.^43^ Overall, the human relevance of fetal channels in PPARα signaling is uncertain. Notably, the transcript changes in rat livers at 3 mg/kg/d GenX is equivalent to approximately1 mg/kg/d in humans based on allometric scaling. Importantly, we recently proposed a reference dose of 0.01 mg/kg/d, a value that is 100-fold lower than our estimated human equivalent dose based on the observed transcript changes.^6^

Another proposed concurrent, although not “key,” event in the MOA for PPARα-dependent rodent liver cancer is an increase in nuclear factor-κB.^38^ In the present study, the gene set “REACTOME Activation of NF KappaB in B cells” was significantly enriched in the upregulated direction for both males and females exposed to 5 mg/kg bw/d (Supplemental Tables S4 and S5).

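“Activation of NF-kappaB in B cells” held 64 of the genes tested, 44 of them proteasome subunits. At 5 mg/kg, its NES was 1.62 in males (adjusted p = 0.0169) and 2.16 in females (adjusted p = 1.22e-05). Proteasome subunits were 26 of the 33 genes that carried the enrichment in males and 25 of 27 in females. Without them, 20 genes were left, and the NES was 1.01 in males (adjusted p = 0.777) and 1.13 in females (adjusted p = 0.733). By the hypergeometric test at 5 mg/kg, the set held 10 DEGs against 6.59 expected in males (adjusted p = 0.48) and 3 against 2.81 in females (adjusted p = 1). In males at 0.5 mg/kg, it held 8 DEGs against 1.95 expected (adjusted p = 0.0365), and its NES by GSEA was 1.58 (adjusted p = 0.0803). Without proteasome subunits, the NES in that group was 1.04 (adjusted p = 0.96). In females at 0.5 mg/kg, the set did not pass by GSEA (adjusted p = 0.295).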

While the signal in this study provides clear evidence of alterations to peroxisomal signaling, other transcriptional targets and/or mechanisms related to liver toxicity were also investigated. Whole transcriptome sequencing enables the ability to investigate alterations to a broad range of signaling pathways, rather than the limitation of only querying specific pathways by measuring related genes. In fact, the gene expression data may be analyzed for the involvement of as many gene sets or pathways as are well characterized. Downregulation of coagulation cascade proteins during hyperplasia-mediated liver regeneration in mice has been previously demonstrated,^44^ similar to the downregulation in coagulation cascade mRNA signaling observed in the present study. Because of previous reports of GenX-induced steatosis,^11^ this phenotype and underlying molecular signaling were also reviewed. Steatosis was unremarkable by histological evaluation of H&E-stained liver sections across treatment and control groups. 

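*Srebf1* had 5.97 ± 3.5 CPM (SD, n = 5) in control males and 2.83 ± 3.72 CPM (SD, n = 5) in control females, and its log2 fold changes at 5 mg/kg were -0.83 (standard error 1.20) and 0.52 (standard error 1.20). *Srebf2* (chromosome 15, 82147181 to 82205379) changed by 0.46 in males (standard error 0.25, adjusted p = 0.294) and -0.62 in females (standard error 0.25, adjusted p = 0.258) at 5 mg/kg. The log2 fold change of *Scap*, the gene of the SREBF chaperone, was -0.41 in males (adjusted p = 0.181) and -0.31 in females (adjusted p = 0.411) at 5 mg/kg. With 0.5 mg/kg, the smallest adjusted p of these genes was 0.146, for *Srebf2* in males. “Cholesterol biosynthesis” (22 genes) was enriched among increased genes in females at 0.5 mg/kg (NES = 2.17, adjusted p = 0.00165) and 5 mg/kg (NES = 1.59, adjusted p = 0.0802) and in males at 5 mg/kg (NES = 1.61, adjusted p = 0.0428).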

The sterol regulatory element binding transcription factors 1 and 2 (*Srebf1* and *Srebf2*) genes that are involved in fatty acid and cholesterol synthesis were unchanged in all treatment groups, as was the SREBF chaperone (*Scad*) gene (Supplemental Table S3), relative to controls. Further, when compared to a list of 99 genes that have been recently characterized as a biomarker for SREBP activation based on concordance of DEGs in transgenic SREBP-overexpressing mice and further tested for predictability using various other PFAS that cause steatosis,^45^ the overlap with DEGs in the 5 mg/kg dose group in the present study was only 19% and 30% for females and males, respectively.

Other perfluoroalkyl substances, specifically perfluoroalkyl acids, have been shown to activate other receptors, such as the constitutive androstane receptor (CAR) and estrogen receptor α^46,47^; however, no such signal was evident for GenX in the liver. For example, the direct targets of CAR *Cyp2b10* and *Cyp2c55* were not altered by GenX, and only 13 of the 83 genes that have been designated as a CAR biomarker signature^48^ were altered by GenX in the predicted direction by the signature in males at 5 mg/kg. 

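*Cyp2b10* (chromosome 7, 25897620 to 25926624) had a normalized count of 123 ± 40.1 CPM (SD, n = 5) in control females and 45.1 ± 15.3 CPM (SD, n = 5) at 5 mg/kg. Each treated female lay below each control, and the log2 fold change of -1.44 (standard error 0.53) did not pass the FDR (adjusted p = 0.18). In males, it changed by -0.82 at 5 mg/kg (adjusted p = 0.424). *Cyp2c55* had 3.18 ± 3.66 CPM (SD, n = 5) in control males and 1.64 ± 2.25 CPM (SD, n = 5) in control females, and small changes in it may be missed at this depth (log2 fold changes of 1.12 and 1.04, with standard errors of 2.00 and 2.00).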

Transcriptomic signaling related to other nuclear receptors, which were investigated to further inform the MOA underlying GenX-induced liver toxicity, was not significantly altered by GenX. For example, AhR signature genes *SLC10A1* and *SLCO1B1*^49^ were not significantly induced in any treatment group (Supplemental Table S3). In fact, *Slc10a1* was significantly reduced in the female 5 mg/kg group and male 0.5 and 5 mg/kg groups, and *Slco1b2* (the mouse homolog of *SLCO1B1*) was reduced in the male 5 mg/kg group. 

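*Slc10a1* (chromosome 12, 80953183 to 80968705) had a normalized count of 314 ± 49.4 CPM (SD, n = 5) in control males and 69.5 ± 16.9 CPM (SD, n = 5) at 5 mg/kg, a log2 fold change of -2.17 (standard error 0.18, adjusted p = 2.93e-13). In females, it was 290 ± 33.6 CPM (SD, n = 5) and 165 ± 52.8 CPM (SD, n = 5) at 5 mg/kg, a log2 fold change of -0.82 (standard error 0.17, adjusted p = 0.00171). The fall was larger in males, with a difference of -1.36 between the sexes (adjusted p = 0.00107). In males at 0.5 mg/kg, its change of -0.49 did not pass the FDR on the most counted probe (adjusted p = 0.172), and the other probe passed with a change of -0.61. *Slco1b2* (chromosome 6, 141629518 to 141686646) fell by 0.62 in males at 5 mg/kg (standard error 0.17, adjusted p = 0.0157), and its change of -0.48 in females did not pass the FDR (adjusted p = 0.17).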

Gene sets specific to androgen and estrogen receptor signaling were unchanged in all treatment groups (Supplemental Tables S4 and S5).

It is well accepted that species differences in PPARα expression and activity exist, and it has been proposed that Syrian hamsters, guinea pigs, and nonhuman primates are better representative model organisms for human-relevant responses to PPARα activation compared to mice and rats.^50^ Although the species considered to be more human relevant (hamsters, guinea pigs, and primates) exhibit alterations to genes and proteins involved in lipid homeostasis that represent the underlying hypolipidemic effects of PPARα activation, important key events downstream of PPARα activation do not occur, including alteration of cell growth pathways, hepatocyte proliferation, and liver tumors. Further, minimal or no effects have been observed on cell growth pathways and hepatocellular proliferation in human primary hepatocytes exposed to PPARα agonists.^38,51^ Species-specific differences also exist at the individual gene level in the signaling pathway. For example, while PPARα activation increases plasma levels and hepatic mRNA expression of apolipoprotein A 1 (*APOA1*) in humans, the opposite is observed in rodents (reduced *Apoa1*)^52^; this was evident in the present study (see Figure 4, Supplemental Tables S3-5). Accordingly, it has been stated in a comprehensive review of the evidence that the consensus that the PPARα MOA lacks human relevance is supported by an “overwhelming body of evidence” and has “almost universal acceptance.”^51^ It has been demonstrated that PPARα knockout mice, as well as PPARα humanized (PPARα knockout/knock-in) mice, do not develop hepatocellular tumors in response to long-term treatment with peroxisome proliferators,^53-55^ suggesting that the human receptor is structurally and/or functionally different from the murine receptor. 

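The normalized count of *Apoa1* (chromosome 9, 46228580 to 46230466) was 26559 ± 2729 CPM (SD, n = 5) in control males and 14393 ± 2331 CPM (SD, n = 5) at 5 mg/kg, a log2 fold change of -0.88 (standard error 0.19, adjusted p = 0.000821), with each treated male below each control. In females, it was 20296 ± 6886 CPM (SD, n = 5) and 12404 ± 3006 CPM (SD, n = 5) at 5 mg/kg, a log2 fold change of -0.71 (standard error 0.19, adjusted p = 0.0204), and the groups of females overlapped. At 0.5 mg/kg, the changes of -0.46 in males and -0.15 in females did not pass the FDR (adjusted p = 0.259 and 1).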

Because induction of cell proliferation is considered the mechanistic basis for the peroxisome proliferator-induced liver toxicity and tumorigenicity, it is likely that humans are not susceptible to such sequelae.^40^ The evidence of the lack of human relevance of PPARα MOA and liver tumors, together with the evidence that GenX acts through a PPARα MOA to induce mouse liver toxicity, has important implications in the human cancer hazard and risk assessment of GenX.

## Conclusions

An important strength of this study is the fact that the same liver tissues were used for both histopathological examination and transcriptomic analysis. This offers the ability to phenotypically anchor molecular and cellular results, affording a high level of confidence in the biological plausibility of the key events that occur following exposure. Overall, the results of the analyses presented herein provide additional evidence that liver lesions observed in mice exposed to GenX are related to PPARα and are similar to those induced by peroxisome proliferators. The results of transcriptomic analysis indicate that GenX exposure at 0.5 and 5 mg/kg bw/d for 90 days induces PPARα signaling in the liver in mice. Activation of PPARα was confirmed by a luciferase report binding assay for both mouse and rat PPARα. Together, these results support the hypothesis that GenX induces liver toxicity via a mechanism that involves activation of PPARα, which has important implications in integrating and extrapolating data from experimental rodent studies to human risk assessment due to the species specificity of PPARα activators and tumor induction; PPARα-mediated effects on cell cycle are specific to rodents.^38,39,50,51^ As such, it appears that GenX operates through a PPARα mechanism indicating species specificity, an important consideration in risk evaluations or hazard assessments of the compound.

## Supplemental Material

Supplemental Material, chappell_supplemental_fig1 - Assessment of the Mode of Action Underlying the Effects of GenX in Mouse Liver and Implications for Assessing Human Health Risks Click here for additional data file. Supplemental Material, chappell_supplemental_fig1 for Assessment of the Mode of Action Underlying the Effects of GenX in Mouse Liver and Implications for Assessing Human Health Risks by Grace A. Chappell, Chad M. Thompson, Jeffrey C. Wolf, John M. Cullen, James E. Klaunig and Laurie C. Haws in Toxicologic Pathology

Supplemental Material, Supplemental_Figure_Legends - Assessment of the Mode of Action Underlying the Effects of GenX in Mouse Liver and Implications for Assessing Human Health Risks Click here for additional data file. Supplemental Material, Supplemental_Figure_Legends for Assessment of the Mode of Action Underlying the Effects of GenX in Mouse Liver and Implications for Assessing Human Health Risks by Grace A. Chappell, Chad M. Thompson, Jeffrey C. Wolf, John M. Cullen, James E. Klaunig and Laurie C. Haws in Toxicologic Pathology

Supplemental_Materials - Assessment of the Mode of Action Underlying the Effects of GenX in Mouse Liver and Implications for Assessing Human Health Risks Click here for additional data file. Supplemental_Materials for Assessment of the Mode of Action Underlying the Effects of GenX in Mouse Liver and Implications for Assessing Human Health Risks by Grace A. Chappell, Chad M. Thompson, Jeffrey C. Wolf, John M. Cullen, James E. Klaunig and Laurie C. Haws in Toxicologic Pathology

# Supplementary material for: Assessment of the Mode of Action Underlying the Effects of GenX in Mouse Liver and Implications for Assessing Human Health Risks
**Source:** Toxicol Pathol. 2020 Mar 6;48(3):494–508. doi: 10.1177/0192623320905803
**Supplement:** Supplemental Material, Supplemental_Figure_Legends - Assessment of the Mode of Action Underlying the Effects of GenX in Mouse Liver and Implications for Assessing Human Health Risks

Supplemental Figure Legends

Figure S1. H&E stained liver section (20x objective) from a male mouse exposed GenX for 90 days 5 mg/kg bw, exhibiting multiple apoptotic bodies (arrows) and an apoptotic hepatocyte (circled).

Figure S2. Transactivation of PPARa. Cells over-expressing mouse PPARα (A) and rat PPARα (B) were incubated with various concentrations of GenX for ~24 hours. Transactivation of PPARα was assessed by luciferase activity in reporter gene constructs. The EC50 values for the positive control GW590735 were approximately 134 nM and 917 nM for mouse and rat PPARα, respectively. The EC50 values for GenX were approximately 40 uM and 114 uM for mouse and rat PPARα, respectively.

# Supplementary material for: Assessment of the Mode of Action Underlying the Effects of GenX in Mouse Liver and Implications for Assessing Human Health Risks
**Source:** Toxicol Pathol. 2020 Mar 6;48(3):494–508. doi: 10.1177/0192623320905803
**Supplement:** Supplemental_Materials - Assessment of the Mode of Action Underlying the Effects of GenX in Mouse Liver and Implications for Assessing Human Health Risks

**Supplemental Materials**

**BMDExpress Analysis parameters**

***Benchmark Dose Analysis***

BMDExpress2 Version: BMDExpress 2.20.0180 BETA

Operating System: Windows 10

hill version: Hill Model. (Version: 2.18; Date: 03/14/2017)

power version: Power Model. (Version: 2.19; Date: 03/14/2017)

linear version: Polynomial Model. (Version: 2.21; Date: 03/14/2017)

poly 2 version: Polynomial Model. (Version: 2.21; Date: 03/14/2017)

poly 3 version: Polynomial Model. (Version: 2.21; Date: 03/14/2017)

exponential 2 version: Exponential Model. (Version: 1.11; Date: 03/14/2017)

exponential 3 version: Exponential Model. (Version: 1.11; Date: 03/14/2017)

exponential 4 version: Exponential Model. (Version: 1.11; Date: 03/14/2017)

exponential 5 version: Exponential Model. (Version: 1.11; Date: 03/14/2017)

Models fit: hill, power, linear, poly 2, poly 3, exponential 2, exponential 3, exponential 4, exponential 5

Maximum Iterations: 250

Confidence Level: 0.95

Constant Variance: 1

BMR Factor: 1.0

Restrict Power: 1

Highest Dose: 5.0

Lowest Positive Dose: 0.10000000149011612

Best Model Selection: Nested Chi Square to select best poly model followed by lowest AIC

Nested Chi Square p-value cutoff: 0.05

Fit Selected Models with Multiple Threads: 8

Number of Available Processors On Machine: 2

Destory Model Processes If Run More Than: 60000 milliseconds

Flag Hill Model with 'k' Parameter <: 1/3 of Lowest Positive Dose

Best Model Selection with Flagged Hill Model: Select Next Best Model with P-Value > 0.05

***Signaling Pathway Analyses***

Pathway Data Source: REACTOME

Organism Code: mmu

Signaling Pathway File Creation Date: 03/03/19

Deduplicate Gene Sets: false

BMDExpress2 Version: BMDExpress 2.20.0180 BETA

Remove Promiscuous Probes: true

Remove BMD > Highest Dose from Category Descriptive Statistics: true

Remove BMD with p-Value < Cutoff: 0.1

Remove genes with BMD/BMDL >: 20.0

Remove genes with BMDU/BMDL >: 40.0

Remove genes with BMD values > N fold below the lowest positive does: 10.0

Identify conflicting probe sets: 0.5

Category Count: 1301

***Gene Ontology Analyses***

GO Category: ALL

GO File Creation Date: 03/03/19

Deduplicate Gene Sets: false

BMDExpress2 Version: BMDExpress 2.20.0180 BETA

Remove Promiscuous Probes: true

Remove BMD > Highest Dose from Category Descriptive Statistics: true

Remove BMD with p-Value < Cutoff: 0.1

Remove genes with BMD/BMDL >: 20.0

Remove genes with BMDU/BMDL >: 40.0

Remove genes with BMD values > N fold below the lowest positive does: 10.0

Identify conflicting probe sets: 0.5

Category Count: 12214

**Method for *in vitro* PPARα activation assay**

PPARα activation was assessed by a transactivation assay using a luciferase reporter according to the manufacturer’s instructions (Indigo Biosciences; State College, PA). In brief, reporter cells were dispensed into the 96-well assay plate at a volume of 200 μL cell recovery medium (CRM) per well and maintained at 37°C, ≥85% humidity, 5% CO_2_. Negative controls containing only CRM were included to measure the background signal. After 4-6 hours of preincubation, the CRM was replaced with 200 μL of dosing solutions. The positive control, GW590735, was prepared in DMSO and subsequently diluted into compound screening medium (CSM). GenX was diluted directly in CSM. A positive control for cytotoxicity, staurosporine, was prepared in CSM. CMS containing 0.2% DMSO served as a vehicle control.

After 22 – 24 hours incubation, cells were washed with liver cell multiplex assay (LCMA) buffer (200 μL) prior to incubation with LCMA Reagent (50 μL) for 15 minutes at room temperature in the dark. The LCMA reagent was then replaced with Luciferase Detection Reagent (LDR) (100 μL) after which fluorescence signals (γ_ex_: 480- 490 nm; γ_em_: 525-545 nm) were recorded using a Hidex SENSE microplate reader. Signals were measured as relative fluorescence unit (RFU). All treatment conditions were run in triplicate wells. Luciferase results were plotted using Prism 8; EC_50_ values for receptor activation were estimated using the four parameter “log(agonist) vs. response” model.

How the deposited data were processed for this re-analysis (not part of the article)

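The experiment covered the livers of 40 male and female mice after 90 days of oral exposure to GenX, with 5 mice in each of 8 groups. The doses in each sex were 0 (control), 0.1, 0.5 and 5 mg/kg bw/d. The authors fixed and embedded the tissue, measured it with the TempO-Seq assay on an Illumina sequencer and assigned the reads to probes. The deposited values are raw counts, the number of reads on each of 30146 probes in each mouse, which the authors had not normalized. The counts were checked to be whole numbers whose totals differ between the libraries. No other measurement of the paper, such as histology or enzyme activity, was used here.

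The totals of the 40 libraries had a mean of 13041142 and an SD of 1680475 reads. As in the paper, the library of mouse 355, a female given 0.5 mg/kg, was left out because its 6711981 reads lay more than 2 SD below the mean. The remaining 39 libraries held 10341341 to 15562253 reads. Counts gathered around multiples of a first peak at 20.8 to 49.8 reads, found on a histogram smoothed with a Gaussian of 2 reads, so a library stands for 287727 to 655905 captured molecules. This number, rather than the number of reads, limits the precision for probes with few reads. The finder of peaks was tested on simulated data.

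Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM normalization, the default filter on low counts, a dispersion estimated over all groups and the quasi-likelihood F-test, with a coefficient for each group and no covariates. Each treated group was compared with the control mice of its sex, which made 6 comparisons, and the sexes were compared by an interaction at each dose. P values are two-sided and were adjusted by the method of Benjamini and Hochberg over the 17877 probes tested, and the threshold was 10%. DESeq2 1.42.0, the tool that the paper names, was an alternative. Normalized counts are CPM after TMM scaling, and scores use log2 CPM with a prior count of 2. Both tools were tested on simulated data with known changes.

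Gene sets were the mouse Reactome sets distributed with fgsea 1.28.0, with 10 to 500 measured genes. The collection used in the paper was not used here, and neither were the KEGG and BioCarta sets, the published biomarker lists for SREBP and CAR, or the Enrichr tool. Preranked GSEA ranked genes by the signed square root of the F statistic of their most counted probe, with a seed of 7. The hypergeometric test was one-sided, on DEGs of both directions against all tested genes. The camera test of limma 3.58.1 was an alternative.

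Dose-response modeling took its settings from those that the paper states for BMDExpress, written anew in R. The paper states its filters on BMDs for the functional classification, and here they were applied to each gene, so the medians over genes are those after filtering. It used counts scaled by DESeq2's size factors, a Williams trend test with a two-sided p below 0.05 from 200000 simulated draws, 6 models (linear, polynomial of degree 2, power and exponential 2 to 4) and a change of 1 SD. The Hill, exponential 5 and polynomial 3 models leave no residual degree of freedom with the doses used and were left out. A BMD was kept when the fit had a p of at least 0.1, the BMD was at most the highest dose and not more than 10-fold under the lowest, the ratio of BMD to its lower limit was at most 20 and the ratio of the upper to the lower limit was at most 40. Limits are those of a 90% interval from the profile likelihood. The modeling was tested on simulated data.

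The genes named in the text are those whose expression the paper describes or draws, and the 5 genes of each sex with the largest absolute log2 fold change at 5 mg/kg among those past the threshold whose treated mice all lie on the same side of all control mice. Some genes and sets that fall under this are not reported here and are not part of the PPAR target score. Scores and single values were compared by two-sided exact permutation tests. For each count of genes or sets, 100 splits of the same mice into groups of the same sizes, the real split included, were drawn with a fixed seed and tested in the same way, and 25 for the slower DESeq2. The alternatives were DESeq2, DESeq2's size factors in edgeR, no filter on low counts, all 40 libraries, a fit of only the groups compared, probes summed by gene, ranking by log2 fold change, sets from 5 genes, camera, a prior count of 0.5, the choices of scale and filter for BMDs, and leaving out each mouse in turn. These choices, the comparisons and the rule for naming genes were made before the data were examined. Some genes that the paper's figures draw fall under this rule but were added to the list after their values had been seen. Counts in units of molecules, as they are or thinned at random to 287643 molecules per library after rounding to whole molecules on each probe, were added after seeing the data.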

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

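The tests on the library of mouse 355 were chosen after its values were seen, and all other tests in this part were chosen before the results they measure. Each result below is one that differs from the rest of its group, differs between the sexes, or lies in genes or libraries that the paper does not discuss.

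In 23 of 200 groups of mice, the value of a single mouse lay apart from the others at the 5% level of Dixon's test, and chance gives about 10 of so many groups. Most of these values belong to genes with few reads. For *Pparg*, they were 3.52, 3.09, 1.31, 0.951 and 2.71 CPM in mice 105, 152, 253, 354 and 454, and for *Chek1*, 5.27, 2.64, 1.86, 2.78 and 2.85 CPM in mice 153, 204, 253, 351 and 452. *Lpl* had 14.7 CPM in control male 103 and 2.78 CPM in mouse 202, *Cyp2c55* had 2.96 CPM in mouse 353, and *Srebf1* had 0 CPM in control male 104. A candidate explanation for most of these is technical. If each captured molecule is read a similar number of times, a mouse with a single molecule on a probe lies far from mice with 0. Among probes with less than 1 molecule on average, the counts had a ratio of variance to mean of 34 in control males and 27.4 in control females, on average 0.863 times the first peak of the counts, where reads counted independently would give a ratio of 1. This does not explain *Lpl* in control male 103, whose value stands for several molecules, or *Srebf1* in control male 104, which lay below the others. The design gives no condition that sets a single mouse of a group apart, so no biological explanation was tested.

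The other values were 172 CPM for *Ehhadh* in control female 152, 89.9 for *Me1* and 603 for *Rxra* in control female 151, 83.5 for *Cyp4a12a* in female 353 at 0.5 mg/kg, 40.4 for *Slc10a1* in male 405 and 111 for *Slco1b2* in male 402 at 5 mg/kg. The total of female 455 at 5 mg/kg was 10961837 reads, above the limit for depth. A mislabelled sex was tested on the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, and 0 of the 40 mice lay on the side of the other sex, with 410 to 1196 reads in males and 0 in each female. With each mouse left out in turn, the log2 fold change of *Cyp4a12a* in females at 0.5 mg/kg stayed between 8.06 and 9.98 and that of *Slc10a1* in males at 5 mg/kg between -2.24 and -2.03. Other explanations of these single values were not tested.

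The library of mouse 355 had 8345 probes with a read and 92071 molecules, both far below the other females at 0.5 mg/kg. Of its reads, 20.2% lay on *Saa1*, *Saa2* and *Saa3*, compared with 0.00343% to 0.224% in the other 39 libraries. These genes, and *Lcn2*, *Alb* and *Fabp1*, were chosen after their values were seen. *Lcn2* had 6241 CPM (0 to 107 in the other 39 libraries), *Alb* 310 (2479 to 5690) and *Fabp1* 55.4 (1740 to 19644). Its PPAR target score was 3.32, and the scores of the other mice of the group lay between 8.44 and 8.95 on the same scale. Its rank correlation with them was 0.662 to 0.669, compared with 0.848 to 0.855 among them.

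Fewer molecules do not account for this library. When the other mice of its group were thinned to its 91861 whole molecules, the highest share of serum amyloid A counts among them was 0.148%. Their lowest PPAR target score was then 9.6, and that of mouse 355 on this scale was 6.64. Its score was 3.29 without the serum amyloid A genes, but TMM already sets a few large genes aside, so this cannot rule out that their reads account for it. It carries 0 reads of the Y-linked genes, so it was not exchanged with a male, and an exchange with another female was not tested. An acute-phase response of the liver may be present in this mouse. RNA quality, other tissue in the section and the amount of input were not tested, and the pattern cannot be told apart from them. The mouse is a single animal, so its state cannot be ascribed to GenX.

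The response to GenX differed between the sexes for 47 genes at 0.5 mg/kg and 169 genes at 5 mg/kg by the interaction in edgeR. Treated and control mice were also exchanged within each sex. At 0.5 mg/kg, 1 of the 100 splits of the mice gave as many genes, the real split included. At 5 mg/kg, 3 of the 100 splits of the mice did, and the largest count of another split was 955. Such splits also break up the response that the sexes share, so they cannot tell whether the sexes respond differently. The difference between the sexes (male minus female log2 fold change) was 0.98 and 0.82 for *Acadl*, 3.01 and 1.95 for *Cyp4a10* at 0.5 and 5 mg/kg, and 1.51 for *Ehhadh* at 0.5 mg/kg. At 5 mg/kg, it was -0.63 for *Scp2*, -1.80 for *Cyp8b1* (adjusted p = 0.0411), 3.89 for *Fabp4* and -1.36 for *Slc10a1*. For *Cyp4a12a*, it was -9.05 (adjusted p = 3.31e-10) and -11.3 (adjusted p = 4.84e-14), and for *Cyp4a12b* -8.39 (adjusted p = 0.00284) and -9.71 (adjusted p = 2.23e-05), with each female at 5 mg/kg above each control female.

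Some of these differences have no measurable size. Control females had 3 reads or fewer on *Cyp4a12a* and *Cyp4a12b*, and control males had 0 reads on *Kif20a*, *Cox6b2* and *Pdk4*, whose differences were 11.2 (5 mg/kg, adjusted p = 0.00315), 9.83 (0.5 mg/kg, adjusted p = 0.098) and 9.30 (5 mg/kg, adjusted p = 0.0655). *Nat8f6* had 0 reads in females at 5 mg/kg, and its difference was 8.49 (adjusted p = 0.00442). For these genes, the direction is measured and the size depends on how 0 is treated. Control mice at 3 reads or fewer in all mice of one sex were found for 20.7% of the genes at 5 mg/kg (35 of 169). A control with a single captured molecule has more than 3 reads, so genes near the floor were not all counted. How many of the differences a floor in the controls accounts for therefore cannot be told. Floors in treated mice were not counted. The DEGs at 5 mg/kg numbered 1278 in males and 545 in females on reads. Counted in molecules without thinning, they numbered 1610 and 809. On libraries thinned to the same number of molecules, they numbered 1318 and 736, 1.79 times as many in males, a smaller excess than on reads. The unit and the probes tested change as well, from 17877 probes on reads to 5325 in molecules and 4536 on thinned molecules. How much of the larger number in males the number of molecules accounts for therefore cannot be told, but it does not account for all. On the thinned libraries, 77 and 270 genes passed the interaction at 0.5 and 5 mg/kg. GC content and shared reads of related genes were not tested, and the differences cannot be told apart from these.

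Among genes that the paper does not discuss, those with the largest changes past the threshold at 5 mg/kg were at the floor in control males or in treated females. In males at 5 mg/kg, *Ly6d* was at least 287-fold higher than in controls (adjusted p = 0.000105), *Kif20a* at least 208-fold (adjusted p = 5.5e-06), *Cox6b2* at least 180-fold (adjusted p = 3.85e-05) and *Pdk4* at least 172-fold higher (adjusted p = 0.000111), each higher in 5 of 5 treated males than in any control. In females at 5 mg/kg, *Nat8f6* was at least 152-fold lower (adjusted p = 4.25e-08) and *Cyp3a44* at least 150-fold lower (adjusted p = 5.69e-07), with 0 reads in 5 of 5 treated females. These bounds are counted in reads and do not hold over the processing. Under the alternatives, the smallest log2 fold changes in males were 7.23 for *Ly6d*, 7.00 for *Kif20a*, 6.62 for *Cox6b2* and 7.01 for *Pdk4*. In females, they were -6.42 for *Nat8f6* and -4.98 for *Cyp3a44*. In females at 5 mg/kg, *Ly6d* and *Cox6b2* rose by 4.88 and 4.83 on the log2 scale (adjusted p = 0.0619 and 0.0325), above each control in 5 of 5 mice, and *Kif20a* and *Pdk4* did not pass the threshold (adjusted p = 0.88 and 0.26). These genes were taken for the size of their change, so the change itself tests nothing further.

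Males at 5 mg/kg had more molecules per library than control males, and a probe can be read more often for that reason alone. They had 14429 ± 399 probes with a read and control males 12373 ± 225 (SD, n = 5, two-sided exact permutation p = 0.00794), and 26.4% of this difference was left after thinning to the same number of molecules, where they had 12247 and 11704 (exact permutation p = 0.00794). This p is the smallest that the permutations can give. The number of molecules may therefore account for most of the additional probes, and not for all. It does not account for *Ly6d*, *Kif20a*, *Cox6b2* and *Pdk4* in males, which passed the threshold under each alternative run for them, a mouse left out included, with adjusted p values of at most 0.00154, 6.03e-05, 0.000487 and 0.000735. Whether the larger number of molecules in treated males comes from the tissue or from its preparation was not tested.

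Sex-biased expression was measured with genes that differed between males and females at 0.1 mg/kg, 61 with higher and 72 with lower expression in males, as the mean log2 CPM of the former minus that of the latter. In males at 5 mg/kg, this score was 2.36 ± 0.16, compared with 3.60 ± 0.10 in controls (SD, n = 5), a difference of -1.24 (two-sided exact permutation p = 0.00794, lower than each control in 5 of 5 mice). In females at 5 mg/kg, it was 0.13 ± 0.85, compared with -1.62 ± 0.41 in controls (SD, n = 5), a difference of 1.75 (exact permutation p = 0.0159, higher than each control in 4 of 5 mice). In males, the genes with higher expression in males fell by 0.73 (exact permutation p = 0.00794) and the others rose by 0.51 (exact permutation p = 0.00794). In females, the latter fell by 1.29 (exact permutation p = 0.00794), while a rise of the former was not shown (0.47, exact permutation p = 0.0873). These p values are unadjusted. In males, the difference was -1.05 without the 10 major urinary protein genes of the list (exact permutation p = 0.00794) and -0.82 on libraries thinned to the same number of molecules (exact permutation p = 0.00794). The difference in females was 1.03 on thinned libraries (exact permutation p = 0.0238), and the major urinary protein genes were not tested. The number of molecules therefore does not account for all of the change in either sex. Whether it accounts for part was not tested, since thinned libraries have lower counts and 57 and 68 of the genes, and a smaller difference is expected on them for any cause. The major urinary protein genes may account for part of it in males. Targets of PPARα that happen to be sex-biased could account for part of the change, which was not tested, so it cannot be told apart from them.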

How the results depend on the processing

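No test in this part was chosen after its result was seen, and the counts in molecules were chosen after seeing the data. The values compared are the numbers of DEGs (6, 378 and 1278 in males and 0, 28 and 545 in females at 0.1, 0.5 and 5 mg/kg), of genes that differ between the sexes (0, 47 and 169), of Reactome sets by GSEA (0, 60 and 169 in males, 0, 108 and 185 in females) and by the hypergeometric test (0, 21 and 94, and 0, 12 and 61), and the scores and BMDs. A count is taken as changed when it differs by more than 1.5-fold.

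With DESeq2's Wald test, the DEGs numbered 271 and 799 in males at 0.1 and 0.5 mg/kg and 165, 283 and 860 in females, and the genes that differ between the sexes 213, 378 and 515. In males at 0.5 mg/kg, 32 sets were enriched by GSEA and 45 by the hypergeometric test. For this tool at 0.1 mg/kg, 9 of the 25 splits of the mice gave as many DEGs with DESeq2 in males and 9 of the 25 splits of the mice in females, and the other splits gave 230 to 301 and 147 to 182. The DEGs that DESeq2 calls at 0.1 mg/kg may therefore owe their number to chance.

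Without a filter on low counts, the DEGs numbered 37 in males at 0.1 mg/kg and 14 and 88 in females at 0.1 and 0.5 mg/kg, and 29, 150 and 275 genes differed between the sexes. GSEA gave 6 sets in males at 0.5 mg/kg and 1 in females at 0.1 mg/kg, and the hypergeometric test 6 and 60 sets in males at 0.1 and 0.5 mg/kg and 29 in females at 0.5 mg/kg. In a fit of only the groups compared, the DEGs were 0 in males at 0.1 mg/kg and 17 in females at 0.5 mg/kg, 2 genes differed between the sexes at 0.1 mg/kg, GSEA gave 2 and 115 sets in males at 0.1 and 0.5 mg/kg and 20 in females at 0.1 mg/kg, and the hypergeometric test 37 in males at 0.5 mg/kg. With probes summed by gene, the hypergeometric test gave 48 sets in males at 0.5 mg/kg.

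With the library of mouse 355 kept, the DEGs fell to 0, 84 and 718 in males and to 8 and 193 in females at 0.5 and 5 mg/kg, and the genes that differ between the sexes to 10 and 26 at these doses. GSEA gave 2 sets in females at 0.5 mg/kg, and the hypergeometric test 6 and 53 in males and 2 and 36 in females at 0.5 and 5 mg/kg. The PPAR target score of females at 0.5 mg/kg then rose by 0.24 (two-sided exact permutation p = 0.929, against 1.31 without this mouse). At 0.1 mg/kg in males, where 0 DEGs were left, 1962 probes had an unadjusted p below 0.05, and 320 in the fit of only the groups compared.

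With genes ranked by log2 fold change, GSEA gave 0 and 11 sets in males and 0 and 0 in females at 0.5 and 5 mg/kg, where 18, 46, 33 and 37 sets had an unadjusted p below 0.05. The camera test gave 4 and 107 sets in males at these doses and 7 in females at 0.5 mg/kg. Without the filter on the ratios of BMD limits, the median BMD was 0.422 mg/kg bw/d in males and 1.61 in females, against 1.76 and 2.12 with it.

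Counted in molecules, the DEGs numbered 0 and 677 in males at 0.1 and 0.5 mg/kg and 85 in females at 0.5 mg/kg, and the genes that differ between the sexes 105 and 360 at 0.5 and 5 mg/kg. On thinned molecules, the numbers were 0 DEGs in males at 0.1 mg/kg and 62 in females at 0.5 mg/kg, and 77 and 270 genes with a sex difference at 0.5 and 5 mg/kg. At 0.1 mg/kg in males, 350 and 258 probes had an unadjusted p below 0.05.

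Among *Srebf1*, *Srebf2* and *Scap*, 0 calls were made in the 6 comparisons. DESeq2 made 1 call and the fit of only the groups compared 1, both for *Scap* in males at 5 mg/kg. Counts in molecules made 3 calls, for *Scap* in males at 5 mg/kg, *Srebf2* in males at 0.5 mg/kg and *Srebf2* in females at 5 mg/kg, and thinned molecules 1, for *Scap*. Among *Cyp2b10* and *Cyp2c55*, 1 call was made without a filter, 1 with only the groups compared, 1 in molecules and 1 on thinned molecules, each for *Cyp2b10* in females at 5 mg/kg, which fell by 1.41 to 1.46 on the log2 scale.

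With each mouse left out in turn, the DEGs ranged from 1 to 10 in males and 0 to 2 in females at 0.1 mg/kg. The genes that differ between the sexes ranged from 0 to 1, 24 to 63 and 109 to 198 at 0.1, 0.5 and 5 mg/kg. The sets by GSEA ranged from 0 to 16 and 9 to 94 in males and from 0 to 23 and 69 to 118 in females at 0.1 and 0.5 mg/kg, and those by the hypergeometric test from 11 to 36 in males at 0.5 mg/kg. The PPAR target score of males at 0.1 mg/kg rose by 0.49 to 0.76 and did not pass in 1 of the 10 fits. Calls among *Srebf1*, *Srebf2* and *Scap* ranged from 0 to 1 and those among *Cyp2b10* and *Cyp2c55* from 0 to 1. The genes were *Srebf2*, without control male 104 or without female 452, and *Cyp2b10*, without male 402.

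Of the other values of counts, scores and BMDs, 172 under the alternatives and 479 with a mouse left out stayed as they were by the same measure. The PPAR target score passed under each alternative in males at 0.5 mg/kg and in both sexes at 5 mg/kg, a mouse left out included. With all mice it rose by 2.16 to 2.25 and 2.94 to 3.05 in males and by 2.86 to 2.90 in females over the alternatives. For the log2 fold changes of single genes past the threshold or named by the paper, 818 of 898 values under the alternatives stayed on their side of the threshold, 59 no longer passed and 21 passed anew, and with a mouse left out 1085 of 1126 stayed and 41 no longer passed. The direction was the same in each of these. Of the 59 values that no longer passed, 40 were those with the library of mouse 355 kept. For all of these changes, the cause was not tested.

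The depth limits what can be said at 0.1 mg/kg and for genes with few reads. On a probe with 1 molecule in a library of 362059 molecules, the median, the counting error is as large as the value, and *Lpl*, *Pparg*, *Chek1*, *Srebf1* and *Cyp2c55* have 0 reads in some controls of each sex. Small changes of these genes between a dose and the control may be missed with these libraries.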

Differences from the paper's values

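No kind of test in this part was chosen after its result was seen, but some genes drawn in the paper's figures were added to those compared after their values were seen. In males given 0.1 mg/kg, the DEGs numbered 6 against the paper's 140, 6 against the paper's 94 increased and 0 against the paper's 46 decreased. In females at this dose, they numbered 0 against the paper's 62, 0 against the paper's 22 increased and 0 against the paper's 40 decreased. In females at 0.5 mg/kg, they numbered 28 against the paper's 142, 24 against the paper's 83 increased and 4 against the paper's 69 decreased. The paper's 83 and 69 do not add up to its total of 142, and which value is right is not known. None of the 6 alternatives set before the data were examined, among them DESeq2 with 271, 165 and 283 DEGs, came within 1.5-fold of the paper's total or of its count in either direction for these groups. With each mouse left out in turn, the totals ranged from 1 to 10, from 0 to 2 and from 25 to 40. At an unadjusted p below 0.05, 2435 probes in males and 1843 in females passed at 0.1 mg/kg, against medians of 2363 and 1922 in other splits of the same mice.

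In males at 0.5 mg/kg, the DEGs numbered 378 against the paper's 586, and the decreased DEGs 105 against the paper's 232. Of the alternatives set before the data were examined, DESeq2 (799), no filter on low counts (434) and a fit of only the groups compared (426) came within 1.5-fold of the paper's total, and DESeq2's size factors (359), all 40 libraries (84) and probes summed by gene (370) did not. For decreased DEGs, DESeq2 (324) and a fit of only the groups compared (159) came within it, and the other alternatives did not (137 with DESeq2's size factors, 124 with no filter, 12 with all 40 libraries and 111 with probes summed). Counts in molecules (677 in total, 323 decreased) and thinned molecules (533 and 257), both chosen after seeing the values, also came within it. With each mouse left out, the total ranged from 275 to 346 and the decreased DEGs from 62 to 90.

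Of 77 changes compared, each of a single gene in a group that the paper states or marks, 12 did not pass the threshold here on the most counted probe of the gene. Of these, *Scp2* in females at 0.5 mg/kg passed as an increase on 2 of its 4 probes, and *Slc10a1* in males at 0.5 mg/kg as a decrease on 1 of 2, so both are DEGs when any probe counts. The paper draws *Lpl* as changed at 0.5 and 5 mg/kg in males and in females. Here its adjusted p was 1 and 0.499 in males and 0.826 and 0.258 in females (log2 fold changes 0.73, 2.31, 2.36 and 4.19), and it passed under no alternative. It was not tested in molecules. By the trend over all doses, it had a BMD of 1.78 mg/kg bw/d in males and 1.1 in females, with an increase in each. The paper marks *Apoa1* as changed in males at 0.5 mg/kg. Here it did not pass (log2 fold change -0.46, adjusted p = 0.259), and it passed with no filter on low counts (0.00277) and a fit of only the groups compared (0.0193), and in molecules (0.0928) and thinned molecules (0.0874), both chosen after seeing the values, out of a range of 0.00277 to 0.327 over the alternatives. The paper gives *Apoa5* as changed in females at 5 mg/kg, and it passed neither here (log2 fold change -0.24, adjusted p = 0.699) nor under any alternative (0.34 to 0.978).

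In females at 0.5 mg/kg, the paper marks *Dbi*, *Acadl* and *Scp2* as changed. *Dbi* (log2 fold change 0.45, adjusted p = 0.311) passed with DESeq2 (0.0309) and in molecules (0.0782), chosen after seeing the values, out of a range of 0.0309 to 1. *Acadl* (log2 fold change 0.54, adjusted p = 0.259) passed with DESeq2 (0.025), and in molecules (0.065) and thinned molecules (0.0887), both chosen after seeing the values, out of a range of 0.025 to 1. *Scp2* (log2 fold change 0.35, adjusted p = 0.36) passed with DESeq2 (0.0226), with probes summed (0.0634) and in molecules (0.0838), chosen after seeing the values, out of a range of 0.0226 to 1. In males, the paper marks *Scp2* at 0.5 and 5 mg/kg. For 0.5 mg/kg, it passed under no alternative (log2 fold change 0.12, adjusted p = 0.797, range 0.348 to 1). For 5 mg/kg (log2 fold change -0.24, adjusted p = 0.176), it passed as a decrease with DESeq2 (0.00677), with DESeq2's size factors (0.0487), and in molecules (0.00829) and thinned molecules (0.0112), both chosen after seeing the values, out of a range of 0.00677 to 0.974. For *Slc10a1* in males at 0.5 mg/kg (log2 fold change -0.49, adjusted p = 0.172), which the paper gives as changed, the alternatives that passed were DESeq2 (0.0434), only the groups compared (0.0984) and probes summed (0.046), and molecules (0.0212) and thinned molecules (0.0214), both chosen after seeing the values, out of a range of 0.0212 to 0.649.

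The paper gives *Rxra* as increased in males at 5 mg/kg, and here it decreased (log2 fold change -0.35, adjusted p = 0.0821). The decrease did not pass with no filter on low counts (0.155), all 40 libraries (0.233) and a fit of only the groups compared (0.181), nor in 6 of 10 fits with a mouse left out, and it was a decrease in each of these. Some genes passed the threshold here in groups where the paper's figures do not mark them. These are *Apoa2* in males at 0.5 mg/kg (log2 fold change 0.53, adjusted p = 0.0146), and in males at 5 mg/kg *Fabp4* (4.41, 5.68e-15), *Cpt1b* (4.68, 0.0466), *Gk* (0.92, 0.0135), *Scd2* (5.60, 2.35e-05), *Fabp2* (1.31, 2.58e-05) and *Fabp5* (2.37, 9.02e-05). *Fabp2* also passed in males at 0.5 mg/kg (0.98, 0.00767) and in females at 5 mg/kg (1.17, 0.000382), as did *Scd1* in females at 5 mg/kg (2.15, 0.000305). *Cpt1b* did not pass with DESeq2 (0.138), with all 40 libraries (0.116) and in 4 of 10 fits with a mouse left out. With all 40 libraries, *Apoa2* (0.407), *Gk* (0.167), *Fabp2* in males at 0.5 mg/kg (0.327) and *Fabp2* in females at 5 mg/kg (0.138) did not pass either. The paper describes the DEGs of each group as divided fairly evenly between increased and decreased genes. Here 72.2% in males and 85.7% in females increased at 0.5 mg/kg. With DESeq2, 59.4% and 50.5% did, the lowest shares among the alternatives set before the data were examined, and the highest were 85.7% and 87.5% with all 40 libraries. Molecules gave 52.3% and 62.4% and thinned molecules 51.8% and 64.5%, both chosen after seeing the values.

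For gene sets, the collection differs from the paper's, so counts of sets are not compared. The paper places cell cycle sets at 5 mg/kg. Here 14 sets for the cell cycle, DNA replication and apoptosis were also enriched by GSEA in males at 0.5 mg/kg, with a smallest adjusted p of 0.0505. Without proteasome subunits, 0 of the 10 that could be tested passed, with 0 at an unadjusted p below 0.05, and 9 of the 100 splits of the mice gave as many enriched sets of any kind, so this difference is weak. The paper finds no DNA damage sets other than the checkpoint set it names. Here, sets for DNA damage, DNA repair and checkpoints were counted together. Of these, 5 were enriched in males at 0.5 mg/kg and 9 in males and 8 in females at 5 mg/kg. The named set was among them in each group. Without proteasome subunits, 0 of 2, 2 of 6 and 0 of 5 that could be tested passed. At an unadjusted p below 0.05, the numbers were 0, 2 and 0. The 2 are “Cell Cycle Checkpoints” and “G2 M Checkpoints”, named for checkpoints and not for DNA damage. By GSEA without proteasome subunits, “DNA Repair” and “G2 M DNA damage checkpoint” did not pass in males at 5 mg/kg (adjusted p = 0.392 and 0.419). The paper gives sets specific to PPARα as enriched in males at 0.5 mg/kg and in each sex at 5 mg/kg. Those sets come from a collection not used here, so that result was not tested. The Reactome set on regulation by PPARα was not enriched by GSEA here. Its adjusted p values were 0.861 and 0.599 in males at these doses and 0.743 in females at 5 mg/kg. The paper ranks a KEGG set on PPAR signaling in males at 5 mg/kg first in the hypergeometric test. KEGG sets were not tested here, so this ranking could not be repeated. Among the sets and groups tested here, “Metabolism of lipids and lipoproteins” in females at 5 mg/kg had the smallest adjusted p (5.96e-26). The paper lists a set on complement and coagulation for females at 0.5 mg/kg, and here “Complement cascade” did not pass (NES = -1.25, adjusted p = 0.494), while “Formation of Fibrin Clot Clotting Cascade” did (NES = -1.77, adjusted p = 0.0471).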

Other observations

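No test in this part was chosen after its result was seen. Each count of genes or sets was set beside the counts that other splits of the same mice give. The real split is included in each number below. For DEGs in males, 8, 1 and 1 of the 100 splits of the mice gave as many at 0.1, 0.5 and 5 mg/kg, with at most 12, 15 and 244 DEGs in another split. For DEGs in females, 100, 2 and 1 of the 100 splits of the mice gave as many at these doses, with at most 3, 33 and 132 in another split. Females at 0.1 mg/kg had 0 DEGs, and 1843 probes had an unadjusted p below 0.05, against a median of 1922 in the other splits. For genes that differ between the sexes at 0.1 mg/kg, 100 of the 100 splits of the mice gave as many. At an unadjusted p below 0.05, there were 1504 probes, against a median of 1535 in the other splits. The number of DEGs in males at 0.1 mg/kg, 6, is therefore no more than chance may give. This concerns the number and not each gene. Of the 6, *Cyp4a10* among them, 6 were also DEGs in the same direction at 0.5 mg/kg and 6 at 5 mg/kg. The controls are the same mice in each comparison, so this repeat cannot decide whether single genes were called by chance.

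For Reactome sets by GSEA in males, 100, 9 and 3 of the 100 splits of the mice gave as many at 0.1, 0.5 and 5 mg/kg, and in females 100, 1 and 3 of the 100 splits of the mice gave as many. The largest number in another split was 109 in males and 101 in females at 0.5 mg/kg, and 182 and 189 at 5 mg/kg. The number of enriched sets in males at 0.5 mg/kg is thus not separated from what other splits of these mice give. By the hypergeometric test, 100, 1 and 1 of the 100 splits of the mice gave as many in males and 100, 2 and 1 of the 100 splits of the mice gave as many in females. With 0.1 mg/kg, 0 sets passed by either method, and 39 in males and 56 in females had an unadjusted p below 0.05 by GSEA, and 10 and 0 by the hypergeometric test. For genes with a BMD, with the doses exchanged among the mice of a sex, 1 of the 100 splits of the mice gave as many in males and 1 of the 100 splits of the mice in females.

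The cell cycle sets enriched at 5 mg/kg, those for DNA replication and apoptosis included, share the genes of proteasome subunits. A candidate explanation of their number is that these genes are counted once for each set. When proteasome subunit genes were removed from every set, 35.9% of the enriched cell cycle sets were still enriched in males (14 of 39) and 0% in females (0 of 37). At an unadjusted p below 0.05, they were 18 and 0. In males, the remaining sets rest on other genes. Of the enriched sets, 35 in males and 33 in females still had 10 genes and could be tested. Whether the sexes differ in this was not tested.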
